# Master transcription-factor binding sites constitute the core of early replication control elements

**DOI:** 10.1038/s44318-025-00501-5

**Published:** 2025-07-17

**Authors:** Jesse L Turner, Laura Hinojosa-Gonzalez, Takayo Sasaki, Satoshi Uchino, Athanasios Vouzas, Mariella S Soto, Abhijit Chakraborty, Karen E Alexander, Cheryl A Fitch, Amber N Brown, Ferhat Ay, David M Gilbert

**Keywords:** Cell Cycle, Replication Timing, Transcription, Genome Architecture, Cell fate Transitions, Chromatin, Transcription & Genomics, DNA Replication, Recombination & Repair

## Abstract

Eukaryotic genomes replicate in a defined temporal order called the replication timing (RT) program. RT is developmentally regulated with the potential to drive cell fate transitions, but mechanisms controlling RT remain elusive. We previously identified “Early Replication Control Elements” (ERCEs), cis-acting elements necessary for early RT, domain-wide transcription, 3D chromatin architecture and compartmentalization in mouse embryonic stem cells (mESCs), but deletions identifying ERCEs were large and encompassed many putative regulatory elements. Here, we show that ERCEs are compound elements, whose RT activity can largely be accounted for by multiple binding sites for diverse master transcription factors (subERCEs). While deletion of subERCEs had large effects on both transcription and replication timing, deleting transcription start sites eliminated nearly all transcription with only moderate effects on replication timing. Our results suggest a model in which subERCEs are a class of transcriptional enhancers that can also organize chromatin domains structurally to support early replication timing, potentially providing a feed-forward loop to drive robust epigenomic change during cell fate transitions.

## Synopsis

Early Replication Control Elements (ERCEs) regulate replication timing, transcription and 3D chromatin organization. Here their dissection has revealed subcomponents (subERCEs) that are bound by diverse master transcription factors and maintain early replication independent of their roles in transcription.

- ERCEs regulate replication, transcription and 3D chromatin organization.
- ERCEs are compound elements consisting of transcription start sites and multiple sites of diverse master transcription factor co-binding.
- Early replication can be maintained without transcription start sites and most detectable transcription.
- subERCEs define a novel class of *cis*-regulatory elements that are co-bound by diverse master transcription factors, interact with one another in 3D chromatin, but also interact and maintain early replication independent of their roles in transcription.

## Abstract (web summary)

Dissection of ERCEs reveals interacting subcomponents that maintain early DNA replication of chromatin domains independent of their roles in transcription.

## Introduction

DNA replication is an essential process that facilitates the faithful duplication of genetic information. In eukaryotes, chromosomes are replicated in a defined temporal order called the replication timing (RT) program. In mammals, changes in RT occur during development in units of 400-800 kilobases termed replication domains (RD), and changes in RT during development correlate with changes in transcriptional programs (Rivera-Mulia et al, 2019a; Vouzas and Gilbert, 2023). Defects in RT are correlated with dysregulation of genes and genome instability, observed in several diseases and cancers, and associated with defects in chromosome condensation and sister chromatid cohesion (Blumenfeld et al, 2017; Heskett et al, 2020; Platt et al, 2018; Rivera-Mulia et al, 2017; Rivera-Mulia et al, 2019b; Sasaki et al, 2017). Recently, it was revealed that RT perturbations result in epigenetic disturbances (Klein et al, 2021), demonstrating that RT is essential to maintain the epigenome.

We previously demonstrated (Sima et al, 2019) that early RT of several RDs in mouse embryonic stem cells (mESCs) is controlled by discrete, cooperative, and redundant chromosome segments termed early replication control elements (ERCEs). ERCEs are required for early RT, transcription, euchromatic compartmentalization, and Topologically Associating Domain (TAD) organization of their resident domain. However, the deletions identifying ERCEs spanned tens of kilobases and multiple discrete regions with active chromatin signatures, leaving open the possibility that they may contain several different types of regulatory elements. ERCEs contain enhancer histone marks, the histone acetyltransferase CBP/P300, multiple Oct4/Sox2/Nanog co-bound (OSN) sites, transcription start sites (TSS), and they interact in a CTCF-independent manner. Changes in cooperative binding of master transcriptional regulatory network (TRN) transcription factors (TFs) have been shown to strongly correlate with changes in RT during differentiation (Rivera-Mulia et al, 2019a). In budding yeast, TFs Fkh1/Fkh2 mediate early RT through spatial clustering of early origins, independent of their transcriptional activity (Fang et al, 2017; Knott et al, 2012; Ostrow et al, 2017). Together, these results suggest the hypothesis that ERCE activity may reside within their resident master TF co-binding sites.

To test this hypothesis, we performed a series of finer deletions to delineate the locations of ERCE activity. We found that OSN sites contributed to RT activity in all three regions, in some contexts completely accounting for ERCE activity. By contrast, deletion of all three TSSs that resided within the prior deletions eliminated nearly all transcription in the domain without loss of early replication. Thus, early replication can be maintained in the face of severe reductions in transcriptional activity. We find that OSN sites are also bound by many diverse master TFs and are unlikely to derive their RT activity from the OSN TFs themselves designate these sites as “subERCEs”, novel functional elements that can enhance transcription but also play nontranscriptional roles in RT. subERCEs do not overlap efficient replication origins, and a large deletion encompassing most of the replication initiation activity in the domain did not affect RT, demonstrating that subERCEs regulate RT domain-wide, independent of where replication initiates. Together with our prior demonstration of their 3D interactions, supported by more recent HiChIP and Micro-C data (Jusuf et al, 2025; Kraft et al, 2022; Reyna et al, 2024; Cattoglio et al, 2019; Hansen et al, 2017), we propose that ERCEs are compound elements that create a subnuclear environment that is favorable for early firing of potential replication origins located throughout the domain. Notably, our dissections highlight the robustness and cooperativity of ERCEs, which function as redundant compound cis-regulatory elements to maintain early replication.

## Results

### Functional dissection of the Dppa2/4 replication domain using allele-specific deletions

The ~400 kb murine “Dppa domain” contains three active genes in mESCs, *Dppa2*, *Dppa4*, and *Morc1* (Fig. EV1A). *Dppa2* and *Dppa4* are markers of pluripotency (Maldonado-Saldivia et al, 2007) and *Morc1* is essential for spermatogenesis (Inoue et al, 1999), although it is also highly expressed in ESCs (Sima et al, 2019). The Dppa domain corresponds to a TAD whose boundaries align with Hi-C A/B compartment boundaries and are demarcated by convergent CTCF binding sites that are also bound by cohesin (Sima et al, 2019). Our previous study identified three segments with ERCE activity in the domain, designated A, B, and C (Fig. EV1A,B). These ERCE-containing segments interact and contribute to TAD strength in a CTCF-independent manner (Sima et al, 2019). ERCEs, but not CTCF protein or the CTCF-bound TAD boundaries, were necessary to maintain interactions with the A compartment and early replication. The Dppa domain resides in the nuclear interior but is flanked on both sides by late-replicating lamina-associated domains (Takebayashi et al, 2012a), and deletion of the ERCE-containing segments causes a movement of the Dppa domain toward the nuclear lamina (Brueckner et al, 2020).

**Figure EV1:**
Epigenetic signature of the Dppa2/4 replication domain ERCEs. (**A**) IGV browser tracks showing chromatin features of the Dppa2/4 domain (see “Methods” for sources). ERCEs, defined by previous deletions (Sima et al, 2019), are highlighted in blue. X and Y (gray highlights) represent regions that display epigenetic features of ERCEs but did not display ERCE activity in deletion analyses (Sima et al, 2019). (**B**) Log2(E/L) Repli-seq (Marchal et al, 2018) from (Sima et al, 2019). The first panel (i) shows RT before and after mESC (black) to neural precursor cell (NPCs; maroon) differentiation. The remaining panels (ii-viii) show RT profiles from averaged replicates of independent CRISPR clones harboring deletions of one or more ERCEs on one allele (DEL; red) vs. the homologous unmodified allele (CON; black). Individual replicate experiments are shown in Fig. EV3, and the approach to assess the significance of differences in RT between a deletion allele and the corresponding WT allele are shown in Fig. EV2. (**C**) Schematic representation of hybrid mESC model, where one allele contains a deletion and the other serves as control, allowing us to study changes in RT by estimating the area under the ΔRT curve in the DPPA domain (see “Methods”). (**D**) |∆ area| between the averaged RT profile curves of at least two replicates (shown in (**C**)) and the significance of their delay in RT compared to the corresponding WT alleles. Empirical *P* values are shown.

**Figure EV2:**
Statistical analysis of E/L Repli-seq. (**A**) Schematic representation of AUC approach. (**B**) |Δ area| for all deletions in this study with corresponding *P* values. Color represents significance at *P* value of 0.05 and size represents −log10(*P* value). Empirical *P* values are shown.

**Figure EV3:**
All Repli-seq datasets analyzed in this study. (**A**) (**i**–**xl**) Allele-specific E/L Repli-seq for all the data generated and analyzed in this study, including relevant deletions from our previous publication (Sima et al, 2019). Replicates (independent CRISPR-mediated deletion clones) are shown as different lines in each plot, comparing the deletion (red) allele to the homologous unmodified allele (black). In the occasional cases where a clone suffered one of the multiple deletions in both alleles we use an aggregated WT control (gray). The aggregated control was generated by averaging all RT profiles from the WT alleles across different deletions. The replication domain to the right of Dppa (c16: 49.65–50.05 Mb mm10) shows some clonal variation in RT but there is a poor correlation (*R* = −0.35) between the effects of the deletions in the Dppa domain to this variation. Rather, this domain has been shown to display a genetic difference in RT between *m. castaneus* and *m. musculus* (Rivera-Mulia et al, 2018) as well as high cell to cell variability in RT (Zhao et al, 2020).

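E/L Repli-seq compares DNA replicated early with DNA replicated late in S phase. Cells are labelled with BrdU (100 µM for 2 h), sorted into early and late S-phase fractions by DNA content, and the BrdU-labelled DNA of both fractions is sequenced. The cells were F121-9, an mESC line from a cross of musculus 129 with castaneus (CAST), so that reads covering a SNP can be given to the 129 or the CAST homolog. The authors aligned the reads to mm10 with the SNPs masked, assigned them to the homologs, removed duplicates, and took log2(E/L) in 50 kb windows, which they scaled, quantile-normalized and loess-smoothed before deposition. Positive values are early and negative values late. The values used here cover 66 libraries from 53 clones of 26 cell lines, each with a 129 and a CAST profile over the 19 autosomes. In 13 of these libraries, 1 or more chromosomes had no value on 1 allele. A value was present in 73.8% to 93.8% of the 49264 windows of a profile (median 87.8%). The values are ratios, so the number of reads behind a window is unknown. For 3 clones the table held repeat runs, which were averaged and counted as 1 library. Replicate error is given as the SD between libraries, and 4 deletions have 1 library and therefore no replicate check. Over the interval 48.2 to 48.6 Mb of chromosome 16, the WT alleles had a mean RT of 1.00 ± 0.13 (SD, n = 53 alleles), from 0.68 to 1.30. The aggregate WT curve is the mean of 54 WT alleles, of which 51 are CAST and 3 are 129.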

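In the domain at chromosome 16, 49.65 to 50.05 Mb, the difference between the deletion allele and the WT allele of the same library was set against ∆area, the area between both RT curves over 47.5 to 49.5 Mb. Across 53 libraries with a WT allele, Pearson's r was −0.39 (permutation p = 0.0052, Benjamini-Hochberg adjusted p = 0.0113 over the 13 relations computed) and Spearman's rho was −0.26 (permutation p = 0.0638, adjusted p = 0.118). Without the 2 libraries farthest from the median ∆area, r was −0.42. Within the 50 of these libraries that carry the deletion on the 129 allele, r was −0.13 (permutation p = 0.363). Averaged by deletion, r was −0.36 over 25 deletions (permutation p = 0.0727) and −0.23 over the 22 of them on 129 (permutation p = 0.296). The 129 allele was earlier than the CAST allele here in 65 of 65 libraries with both values, by 0.46 ± 0.16 (SD, n = 65). The legend points to earlier reports of a genetic difference between the subspecies and of variability between cells in this domain.

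**Figure D1:**
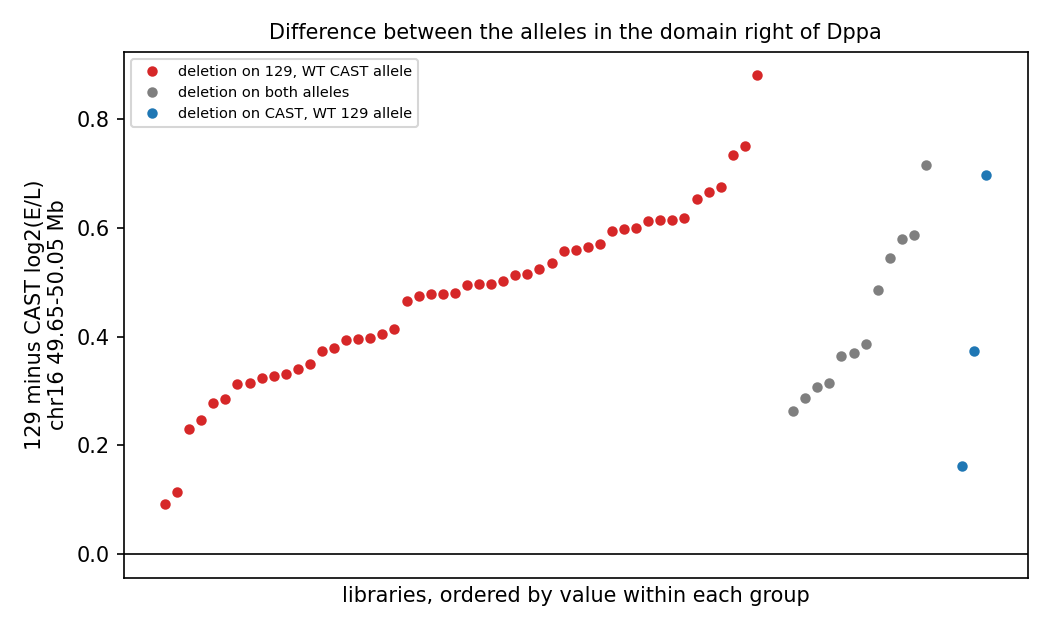
Each point is 1 library. The vertical axis is RT of the 129 allele minus RT of the CAST allele, in log2(E/L), averaged over chromosome 16, 49.65 to 50.05 Mb, and libraries are ordered by value within 3 groups by the allele that carries the deletion. All 65 points lie above 0, between 0.09 and 0.88.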

During differentiation, the Dppa domain undergoes a domain-wide shift from early to late RT (Fig. EV1Bi), concomitant with a switch from the A compartment to the B compartment and silencing of genes throughout the domain (Hiratani et al, 2010; Hiratani et al, 2008; Sima et al, 2019; Takebayashi et al, 2012b). These changes occur in all three germ layers, thus the Dppa domain is a pluripotency-specific early replicating domain (Hiratani et al, 2010; Hiratani et al, 2008).

Our studies of *cis*-acting elements in the Dppa domain have been greatly facilitated by the use of mESCs derived from F1 *castaneusXmusculus* hybrid mice (F121-9). These two subspecies are separated by 500,000 years and harbor single-nucleotide polymorphisms (SNPs) at, on average, every 150 bp, facilitating distinction between paternal and maternal homologs (Rivera-Mulia et al, 2018). This has allowed us to make heterozygous manipulations in one allele (red lines in all figures) while retaining the WT allele in the same datasets (black lines in all figures) (Fig. EV1C). Figure EV1Bii–viii shows the results of single, double, and triple ERCE deletions that were previously published (Sima et al, 2019).

Given that we expected a series of smaller deletions to have more subtle effects on RT than our original deletion series, we took advantage of our hybrid system to develop a rigorous statistical method to determine the RT change for each deletion with respect to its corresponding internal control (WT) allele. This approach compares the area between two RT curves of the Dppa domain (WT vs deletion; Fig. EV1C) to the area from similarly-sized random regions across the genome to test whether the observed delay for the Dppa domain is significantly larger than expected by chance (Figs. EV1D and EV2A,B; see “Methods”). 

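For each deletion, the RT curves of its libraries were averaged, the mean curve of the control alleles was subtracted, and the area of the difference was taken by the trapezoid rule over the 40 windows of chromosome 16 from 47.5 to 49.5 Mb. ∆area is in units of log2(E/L) times 50 kb windows and is negative for a delay. The two-sided empirical p is the share of 10000 random 2 Mb regions with an area at least as large in size, so its smallest possible value is 1e-04. Random regions needed a value in at least 80% of their windows. The published list of regions with allele-specific RT was not used here. In its place, regions in which at least 25% of the windows differed by 0.5 or more between 129 and CAST in the libraries of the other deletions were left out, 7.01% of 48385 possible regions. Of 200 simulated curves without an effect, 3% had a p at or under 0.05. A simulated area of −20 was recovered as −19.6 ± 2.32 (SD, 50 simulations), and 100% of these curves had a p at or under 0.05. The simulated noise was alike in all windows, without a difference between alleles, a missing value or a region left out. These simulations therefore check the code and do not give the error rate or power in the real curves. The empirical p sets the Dppa domain against other regions of the same averaged curves and does not use the spread between libraries. An exact permutation test of the ∆area of single libraries was therefore run beside it wherever 2 deletions were compared.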

Upon testing this approach on our previously published deletions, we observed statistically significant differences for ΔABC and all pairwise deletions as expected (Fig. EV1D). Among the single deletions, statistical significance was reached by B and C deletions but not for A deletion, which is consistent with visual patterns of RT curves (Fig. EV1D). These results demonstrate the effectiveness of our new quantitative approach, which becomes critical to assess the impact of smaller deletions while incorporating data from multiple deletion clones or replicates (Fig. EV2; see “Methods”). These numbers are provided within each deletion panel in all figures throughout the manuscript (blue font; ∆area and pval in each RT panel). Figure EV3 shows all of the individual replicates from independent CRISPR-mediated deletion clones we generated for this study or re-analyzed from Sima et al. Figure EV2B compares the |∆area| and pval for all of these same deletions. 

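Among the 28 deletions whose ∆area was computed, 20 had an empirical p at or under 0.05. The SD of ∆area between libraries, pooled over deletions, was 4.40. In ∆AOSN.B.COSN123, the ∆area was −24.5 (empirical p = 1e-04, the smallest possible). Its single libraries lay between −30.0 and −15.2 (SD 4.44, n = 10 libraries of 5 clones). For ∆A.COSN12 the ∆area was −10.9 (empirical p = 0.0221). The libraries of that deletion differed with an SD of 1.78 (n = 2). With the aggregate WT curve as control its ∆area was −8.34 and no longer past the threshold (empirical p = 0.149). ∆AOSN.COSN12 had a ∆area of −16.3 (empirical p = 0.0044), with −20.3 in clone F3 and −10.3 in clone G2, so that the size of the delay rests on which clone is taken. The 2 clones of ∆COSN1.2.8k had −9.98 and −5.57, and their mean curves gave −4.74 (empirical p = 0.299), because clone 18 has no values on the CAST homolog of chromosome 16 and only clone 4 supplies the control. Neither ∆A.COSN12 nor ∆AOSN.COSN12 was past the threshold against ∆COSN12 (∆∆area −1.51, empirical p = 0.556 for ∆A.COSN12, and −6.31, empirical p = 0.135 for ∆AOSN.COSN12). With single libraries left out, these ∆∆areas ranged from −2.99 to −0.314 for ∆A.COSN12 and from −10.3 to −0.913 for ∆AOSN.COSN12. Of the 23 pairs of deletions compared, 1 passed the exact permutation test of single libraries after Benjamini-Hochberg adjustment, ∆A.B.COSN123 against ∆AOSN.B.COSN123 (smallest possible p 0.000999). Besides it, only ∆A.COSN123 against ∆COSN123 and ∆COSN123 against ∆COSN12 could fall under 0.05 before adjustment (smallest possible p 0.0286). The other pairs had too few libraries to pass. That test counts repeat cultures of a clone as separate units, and with clones as units the smallest adjusted p of any pair was 0.697. With clones, only ∆A.B.COSN123 against ∆AOSN.B.COSN123 could fall under 0.05 before adjustment (smallest possible p 0.0476).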

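The deletion coordinates of Table EV2 were set against the GENCODE vM21 annotation of mm10, the build the authors used. ERCE A spans 48308248 to 48311866 on chromosome 16 and lies within Dppa2 (48303908 to 48319723, plus strand), where it overlaps coding exons, a UTR and an annotated TSS. ERCE B spans 48396808 to 48443056 and covers Gm5485 and the first part of Morc1 (48431237 to 48630900, plus strand). ERCE C spans 48581334 to 48620351, within Morc1. The combined deletions remove between 140 bp (∆BTSS) and 85841 bp (∆Z.B.C).

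**Figure D2:**
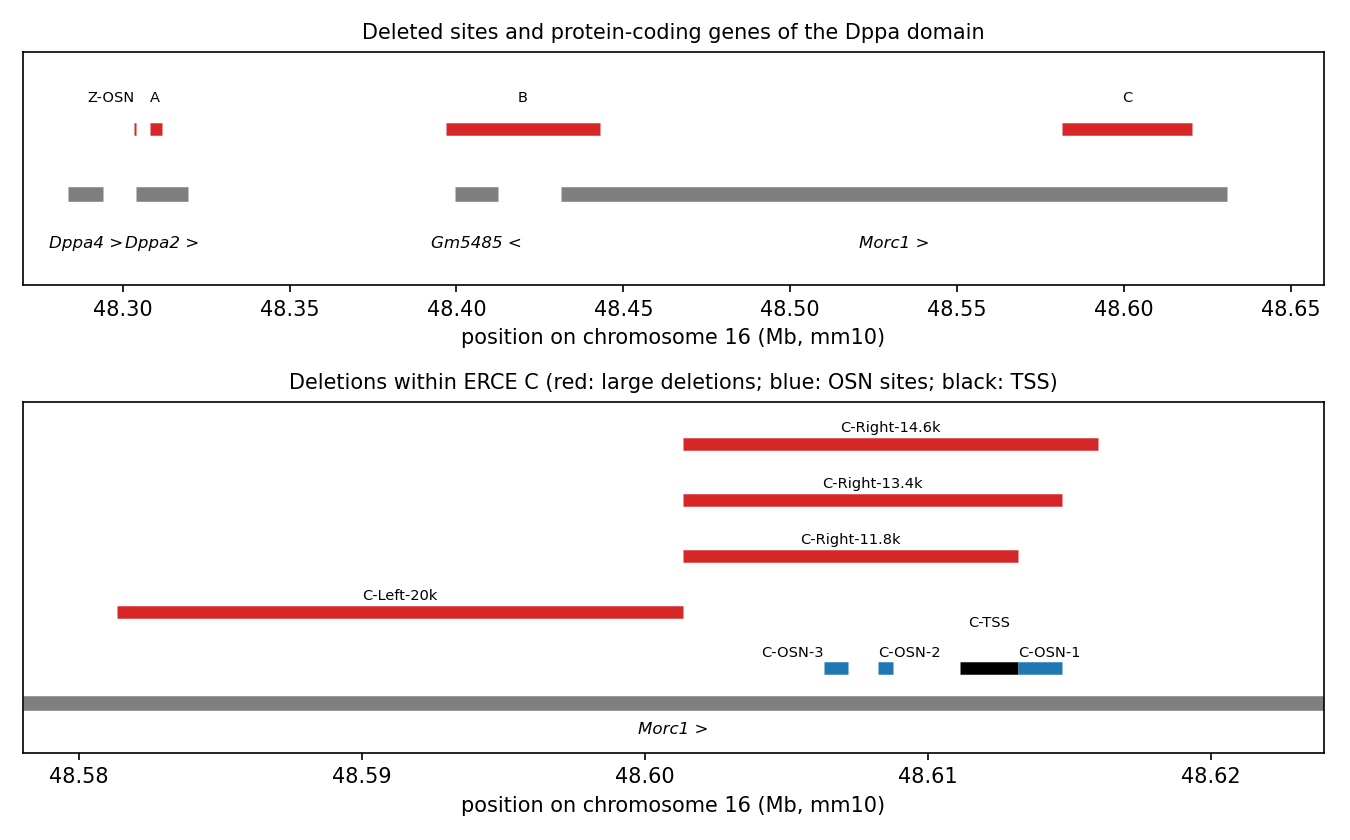
Top, deleted sites (red) and protein-coding genes (gray, arrows give the strand) of the Dppa domain on chromosome 16 in mm10. Bottom, deletions within ERCE C, with large deletions in red, OSN sites in blue and the TSS in black, all inside Morc1.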

Tables EV1, 2, and 3 contain the sgRNA/primer sequences, coordinates of deletions as determined by PCR/Sanger sequencing/NGS analysis, and the genotypes of 65 cell lines, respectively.

### Cooperative contributions of 3 OSN sites maintain the activity of ERCE C

We first performed a series of deletions in the 39 kb ERCE C, the ERCE deletion with the largest effect on RT when deleted alone (Fig. EV1B). 

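Within ERCE C, the deletion COSN3 covers 48606321 to 48607163 (843 bp), COSN2 covers 48608216 to 48608754 (539 bp) and COSN1 covers 48613172 to 48614742 (1571 bp) of chromosome 16 in mm10. Each lies in an intron of Morc1. CTSS (48611123 to 48613171, 2049 bp) ends at the base before COSN1 begins and overlaps a coding exon of Morc1. No transcript of GENCODE vM21 starts inside it, and it begins 179886 bp downstream of the annotated start of Morc1.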

ERCE C contains three OSN sites (COSN3, COSN2, COSN1, 5′ to 3′) and one annotated intragenic TSS for Morc1 ~135 kb downstream from the start of the gene (CTSS) (Fig. 1A,B). To ensure that our classification of OSN sites was supported by multiple independent ChIP experiments, and to provide a quantitative assessment of the strength of each OSN site, we interrogated the Remap2022 database for mESC datasets (Hammal et al, 2022) and quantified the percentage of the available datasets for each TF that contained a peak overlapping our targeted deletions. This analysis revealed that OSN binding activity is detected at CTSS in some available datasets but much less reproducibly than the sites we refer to in this manuscript as OSN sites (Fig. 1B). Since the right half of C contains all active regulatory marks (Figs. 1A and EV1A) and an annotated mESC superenhancer (Dowen et al, 2014; Khan and Zhang, 2016), we began by deleting the right and left halves of C. Deletion of the left half (ΔCL20k) had no effect while deletion of the right half (ΔCR14.6k) caused a significant delay that was reproducible in two independent deletion clones (Figs. 1Ci,ii,D and EV3xxvi,xxxii). 

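∆CL20k removed 48581334 to 48601345 and ∆CR14.6k removed 48601345 to 48615998. ∆CL20k had a ∆area of −3.66 (empirical p = 0.409), with −4.72 and −2.81 in its 2 libraries. ∆CR14.6k had a ∆area of −9.57 (empirical p = 0.0462), with −12.4 in clone 53 and −6.60 in clone 16. The mean RT at 48.2 to 48.6 Mb was 0.61 ± 0.02 (SD, n = 2) on the ∆CR14.6k allele and 0.86 ± 0.12 (SD, n = 2) on the WT allele. The choice of control moved the ∆area of ∆CR14.6k most. It was −6.98 with the aggregate WT curve (empirical p = 0.288) and −2.54 with the WT 129 alleles of 2 other clones (empirical p = 0.693), a control chosen after the data were seen. It also missed the threshold when no random region was left out for an allele difference (empirical p = 0.0977).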

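∆CTSS had a ∆area of −1.84 (empirical p = 0.196) over 4 libraries, 2 from a clone with the deletion on 129 and 2 from a clone with the deletion on CAST, and 2 of the 4 lay below 0. The SD of 8.79 between these libraries exceeds the ∆area. ∆COSN1 had a ∆area of −1.01 (empirical p = 0.810), with single libraries at −2.56 and 0.793. Table EV3 lists the ∆COSN1.2.8k clones under COSN1, and whether the paper averaged them in is unknown. With them the ∆area of ∆COSN1 was −3.22 (empirical p = 0.4405). Without them, and with the aggregate WT curve as control, it was −5.18 (empirical p = 0.282). ∆CR11.8k, measured in 1 clone with the deletion on CAST, had a ∆area of −5.70 (empirical p = 0.242). Against the aggregate WT curve in place of its own 129 allele, the ∆area of ∆CR11.8k was −10.5 (empirical p = 0.0067). The mean RT of the deletion allele at 48.2 to 48.6 Mb was 1.05 in ∆CTSS, 0.98 in ∆COSN1 and 0.86 in ∆CR11.8k.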

We next focused our attention on the OSN and TSS sites in the right half of C. We deleted the TSS (∆CTSS; Fig 1Ciii), the OSN site downstream of the TSS (ΔCOSN1; Fig. 1Civ), as well as a deletion of COSN2, CTSS and COSN3 that leaves COSN1 intact (ΔCR11.8k; Figs. 1Cv and EV3xxx), none of which resulted in a statistically significant change in RT compared to WT (Fig. 1D). These results suggested that ERCE C may consist of multiple cooperative elements, so we deleted COSN2 or both COSN2 and COSN3 in the ΔCOSN1 cell line, generating ΔCOSN12 and ΔCOSN123 (Figs. 1C-vi,vii and EV3xxviii,xxix). ∆COSN12 resulted in a significant RT delay (Fig. 1D), while deletion of all three OSNs (∆COSN123) gave an effect similar to deletion of the entire C element (Fig. 1D,E; Table EV4). 

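∆COSN12 had a ∆area of −9.96 (empirical p = 0.0600, above the threshold of 0.05), and its 3 clones lay at −12.7, −9.52 and −7.64 (SD 2.57). With all 3 clones the one-sided empirical p was 0.0283, and without clone B6 the ∆area was −11.1 (empirical p = 0.0437). Without clone D3 it was −8.58 (empirical p = 0.113), with the aggregate WT curve as control −6.19 (empirical p = 0.281), and with the WT 129 alleles of 2 other clones, a control chosen after the data were seen, −1.59 (empirical p = 0.699). ∆COSN123 had a ∆area of −14.1 (empirical p = 0.0047). RT at 48.2 to 48.6 Mb was 1.01 ± 0.19 (SD, n = 3) on the ∆COSN12 allele and 1.16 ± 0.14 (SD, n = 3) on its WT allele. On the ∆COSN123 allele it was 0.41 ± 0.12 (SD, n = 4), against 0.91 ± 0.10 (SD, n = 4) on the WT allele of the same cells. Across the domain, ∆COSN123 exceeded ∆COSN12 by a ∆∆area of −4.12 (empirical p = 0.149). It was −9.66 (empirical p = 0.0239) with the aggregate WT curve as control of both deletions, chosen after the data were seen. The same comparison between single libraries gave an exact permutation p of 0.0857.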

We also generated a larger deletion that spans all 3 OSNs (∆CR13.4k), which also resulted in a delay similar to ∆COSN123, and ∆C (Figs. 1C-viii,D and EV3xxxi; Table EV4). 

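∆CR13.4k removed 48601345 to 48614742 and had a ∆area of −10.5 (empirical p = 0.0410), with −11.0 and −10.5 in its 2 clones. Mean RT over 48.2 to 48.6 Mb was 0.82 ± 0.14 (SD, n = 2) on the deletion allele and 1.16 ± 0.09 (SD, n = 2) on the WT allele. With the aggregate WT curve as control the ∆area was −6.21 (empirical p = 0.346), and with random regions matched on RT the empirical p was 0.0560. Set against ∆COSN123, its ∆∆area was 3.55 (empirical p = 0.108). Between their single libraries, the exact permutation p was 0.133 (smallest possible 0.0667).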

In summary, all deletions that remove all three OSNs (∆CR14.6k, ∆CR13.4k, ∆COSN123) significantly delay RT (Fig. 1D), and these delays are not significantly different from that of ∆C (Table EV4**)** or from each other (Table EV4**)**. 

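Between ∆COSN123 and ∆CR14.6k the ∆∆area was −4.60 (empirical p = 0.0775, exact permutation p = 0.133 between single libraries). Over the narrower interval from 48 to 49 Mb this ∆∆area was −5.86 and past the threshold (empirical p = 0.0027). It was −4.75 with missing windows interpolated (empirical p = 0.133) and between −7.57 and −1.60 with single libraries left out. ∆CR14.6k and ∆CR13.4k differed by a ∆∆area of 1.00 (empirical p = 0.714), which is smaller than the SD of 4.09 between the libraries of ∆CR14.6k and changed sign with 1 control for both, chosen after the data were seen (−0.950). ∆C was not analysed here.

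**Figure D3:**
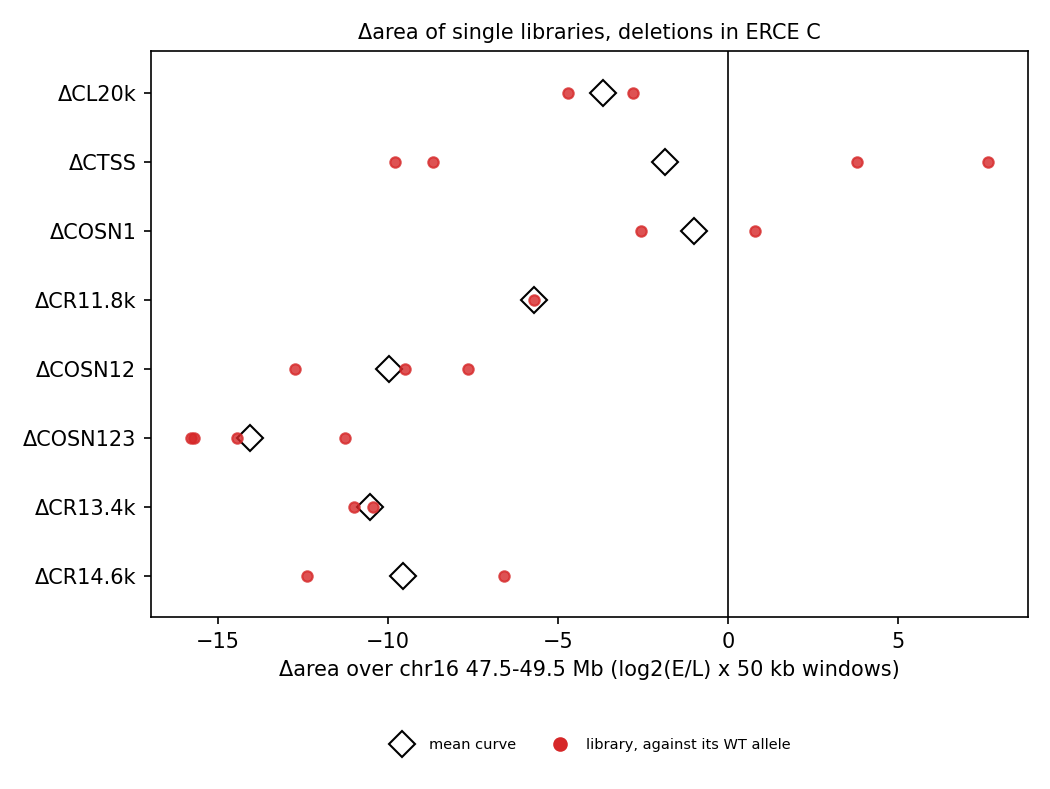
∆area over chromosome 16, 47.5 to 49.5 Mb, in log2(E/L) times 50 kb windows. Red points are single libraries against their own WT allele and diamonds are the area between the mean curves. The 4 libraries of ∆COSN123 lie between −15.8 and −11.3, and those of ∆CTSS lie on both sides of 0.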

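∆COSN123 and ∆CR11.8k differed by a ∆∆area of −8.38 (empirical p = 0.337). With 4 libraries against 1, the exact permutation p was 0.2, the smallest possible. ∆COSN123 lies on 129 and ∆CR11.8k on CAST, so a strain difference enters this ∆∆area from both deletions, and the random regions too. The area of WT 129 alleles minus that of WT CAST alleles was −5.42 (two-sided permutation p = 0.0632). With the aggregate WT curve as control of both deletions, chosen after the data were seen, the ∆∆area was −5.39. The difference between ∆COSN12 and ∆CR11.8k was not tested.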

Interestingly, ∆COSN12 also significantly delayed RT (Fig. 1D) while ∆CR11.8k (which deletes COSN23 and CTSS) did not significantly delay RT (Fig. 1C,D), suggesting that not all combinations of OSN deletions are equivalent and that some OSNs play larger roles than others in different contexts.

**Figure 1:**
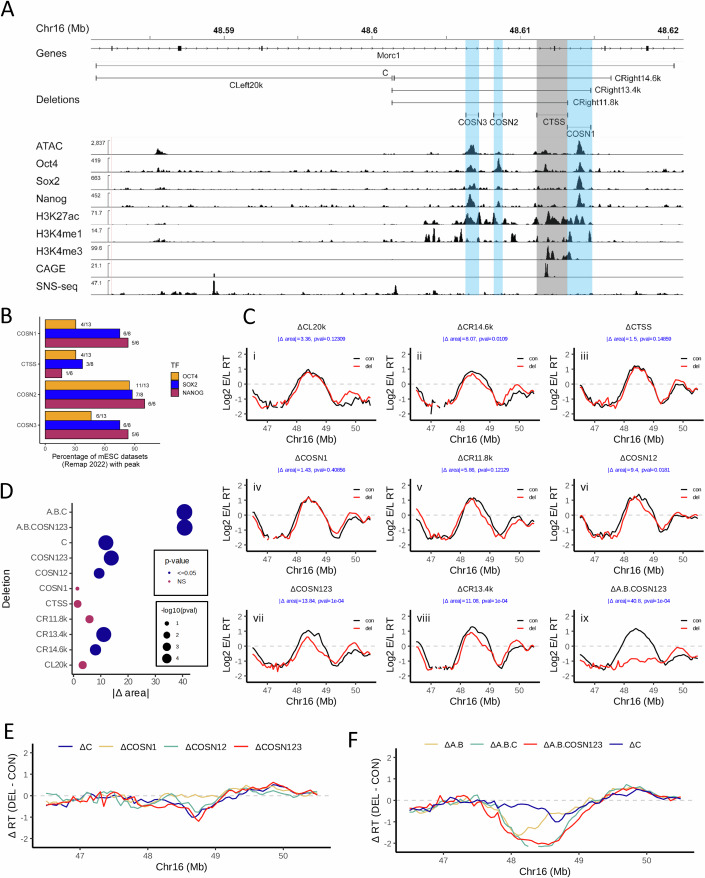
Genetic dissection of the C element implicates OSN binding regions as central to ERCE RT activity. (**A**) IGV browser tracks of the Dppa domain, zooming into the C element. Positions of OSN and TSS are indicated in blue and gray, respectively. All deletions of the C element are represented by horizontal bars above the data tracks. (**B**) Percentage of Remap2022 mESC Oct4, Sox2, and Nanog ChIP-seq datasets with peaks that overlap the deletions generated in the C element. (**C**) RT profiles in the Dppa domain of cell lines harboring allele-specific deletions (red) compared to the homologous unmodified allele (black) in (**C**) that are shown in (**A**), averaged across replicates (independent CRISPR clones and technical replicates). Individual replicate experiments are shown in Fig. EV3. ∆area and pval, calculated as in Fig. EV2, are shown in blue font in each RT panel. (**D**) |∆ area| between the RT profile curves for the deletions shown in (**C**) and the significance of their delay in RT compared to the corresponding WT alleles (see “Methods”). Empirical *P* values are shown. (**E**, **F**) Comparison of RT changes [∆RT (DEL-CON)] in the Dppa domain (**E**) comparing ∆C to sequential deletions of COSN elements (Sima et al, 2019) and COSN123, and (**F**) comparing ∆A.B.C (Sima et al, 2019) to ∆A.B.COSN123 with ∆AB and ∆C as comparators. Source data are available online for this figure.

Since we were only able to recover one clone of ∆CONS123 with all three deletions in the same allele, we performed four independent Repli-seq experiments starting from separate cultures of this cell line (Fig. EV3xxix). This provided more statistical power, and also allowed us to accumulate sufficient reads to verify that these were the only deletions in the Dppa locus throughout both alleles of this clone (Table EV3), detectable as missing sequences from one allele in the Repli-seq data. 

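The 4 cultures of the ∆COSN123 clone A10 gave ∆areas of −15.7, −14.4, −11.3 and −15.8 (SD 2.1). Leaving out each culture in turn moved the ∆area between −15.22 and −13.43. These libraries are repeat cultures of 1 clone, so this SD does not include differences between clones.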

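In cells carrying the full A and B deletions together with the deletion of COSN1, COSN2 and COSN3 on 129, the ∆area was −42.0 (empirical p = 1e-04, the smallest possible). The 4 libraries come from clones 2E.1 and 5A.7, with 2 cultures each. Clone 2E.1 has a WT CAST allele and gave −44.7 and −41.4. Clone 5A.7 also lacks ERCE B on CAST and, set against the aggregate WT curve, gave −33.4 and −31.6. Clone 2E.1 alone supplied the WT alleles of the mean control curve. The ∆area was lower than that of ∆AOSN.B.COSN123 by a ∆∆area of −17.5 (empirical p = 0.0003). The exact permutation p between single libraries was 0.000999, the smallest possible (adjusted p = 0.0230 over 23 pairs). These libraries include repeat cultures, and with 2 clones against 5 as units the exact permutation p was 0.0476, the smallest possible (adjusted p = 0.697). The ∆area of ∆A.B.COSN123 was −33.2 with the aggregate WT curve as control. With this control for both deletions, chosen for the pair after the data were seen, the ∆∆area was −12 (empirical p = 0.0048).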

To evaluate whether ∆CONS123 resembles ∆C in other contexts, we introduced the full A and B deletions from our previous work into the ΔCOSN123 background, giving rise to cell line ΔA.B.COSN123 (Figs. 1Cix and EV3iv), which fully delayed RT reminiscent of and not significantly different from ΔA.B.C (Fig. 1D–F). We thus conclude that ERCE activity within the “C” element can be accounted for by the three OSN co-bound sites.

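RT at 48.2 to 48.6 Mb was −0.79 ± 0.07 (SD, n = 4) on the ∆A.B.COSN123 allele, against 1.08 on the WT allele of clone 2E.1. ∆A.B.C was not analysed here, so the comparison between both triple deletions was not repeated. From the delays of the deletions that remove all OSN sites of C, alone and together with A and B, the paper concludes that these sites account for the ERCE activity of the C element.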

### OSN sites contribute to the ERCE activity of the A and B elements

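AOSN (48308688 to 48309349 on chromosome 16 of mm10, 662 bp) lies in an intron of Dppa2. ATSS (48309960 to 48310625, 666 bp) overlaps an exon with UTR and coding sequence of Dppa2 and an annotated TSS of that gene.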

ERCE A, initially discovered with a 3.5 kb deletion, contains one OSN site (AOSN) and one active TSS (ATSS) for the Dppa2 gene that also overlaps an OSN binding site (Fig. 2A,B). Because ∆A had no effect on RT on its own (Fig. EV1Bii,D), and because we had shown that ΔCOSN123 accounts for ∆C, we dissected the “A” element in the ΔCOSN123 background. 

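∆AOSN.COSN123 had a ∆area of −12.4 (empirical p = 0.0182), with −9.42 in clone A6 and −16.4 in clone B6. It missed the threshold when no random region was left out for an allele difference (empirical p = 0.0604). ∆A.COSN123 had a ∆area of −17.3 (empirical p = 1e-04, the smallest possible) over 4 clones that lay between −20.2 and −13.2 (SD 2.88). The mean RT at 48.2 to 48.6 Mb was 0.61 ± 0.13 (SD, n = 2) in ∆AOSN.COSN123 and 0.22 ± 0.06 (SD, n = 4) in ∆A.COSN123. Between ∆A.COSN123 and ∆COSN123 the ∆∆area was −3.20 (empirical p = 0.106), which is not past the threshold. The exact permutation p between single libraries was 0.2, where 0.0286 is the smallest possible. Without clone C9 of ∆A.COSN123 this ∆∆area was −4.25 (empirical p = 0.0398), without clone B7 −1.92 (empirical p = 0.335), without the third culture of ∆COSN123 −2.06 (empirical p = 0.345), and with missing windows interpolated −2.41 (empirical p = 0.293). ∆A.C was not analysed here.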

Loss of the full activity of AOSN and ATSS is expected to delay RT similar to ΔA.C. First, we introduced either ∆AOSN or ∆A (removing both AOSN and ATSS) into the ΔCOSN123 cell line, creating ∆AOSN.COSN123 and ∆A.COSN123 (Figs. 2Ci–ii and  EV3xvi,xi). ∆A.COSN123 significantly delays RT relative to ∆COSN123 but does not completely recapitulate ∆AC (Fig. 2D; Table EV4), suggesting that the OSN sites in C do not recapitulate the effect of the full C deletion when B is still intact. However, ∆A.COSN123 did cause a significantly greater delay compared to ∆AOSN.COSN123 (Table EV4). 

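The ∆∆area between ∆A.COSN123 and ∆AOSN.COSN123 was −4.91 (empirical p = 0.0618, above the threshold). In single libraries, the exact permutation p of this pair was 0.267, where 0.0667 is the smallest possible. Random regions matched on RT gave an empirical p of 0.0474, and leaving out clone C9 of ∆A.COSN123 gave a ∆∆area of −5.96 (empirical p = 0.0310). Leaving out clone B7 gave −3.38 (empirical p = 0.133), and leaving out clone A6 of ∆AOSN.COSN123 gave −0.576. With missing windows interpolated it was −3.98 (empirical p = 0.152), and with the aggregate WT curve as control of both deletions, chosen after the data were seen, −2.83 (empirical p = 0.308).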

In fact, ∆AOSN.COSN123 had no additional contribution to the delay in RT relative to ∆COSN123 alone (Figs. 2E and EV3; Table EV4). 

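∆AOSN.COSN123 differed from ∆COSN123 by a ∆∆area of 1.71 (empirical p = 0.444, exact permutation p = 0.8 between single libraries). The sign of this difference depends on the library left out, from −2.11 to 4.66, and with the aggregate WT curve as control of both deletions, chosen after the data were seen, it was −0.156. From the same comparison the paper states that AOSN alone adds nothing to the delay of ∆COSN123.

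**Figure D4:**
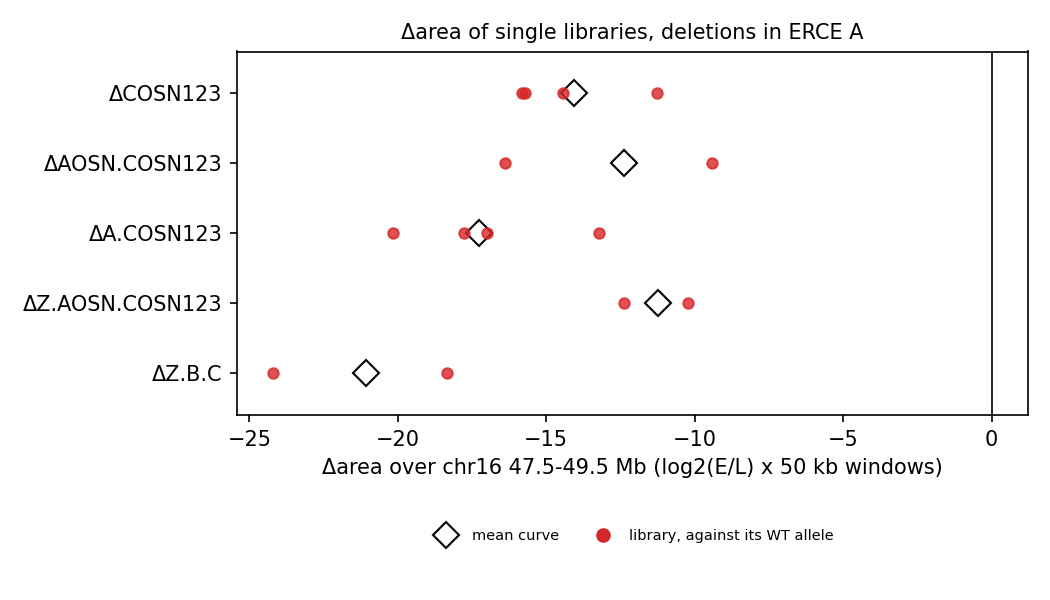
∆area over chromosome 16, 47.5 to 49.5 Mb, in log2(E/L) times 50 kb windows, for deletions of A and Z and their background ∆COSN123. Red points are single libraries against their own WT allele and diamonds are the area between the mean curves. The points of ∆AOSN.COSN123 and ∆COSN123 overlap.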

Since ∆A is already relatively small, and since ∆ATSS on its own does not delay RT in other contexts (discussed below), it is likely that AOSN and ATSS (which contains an OSN) are cooperative for maintaining RT at ERCE A.

**Figure 2:**
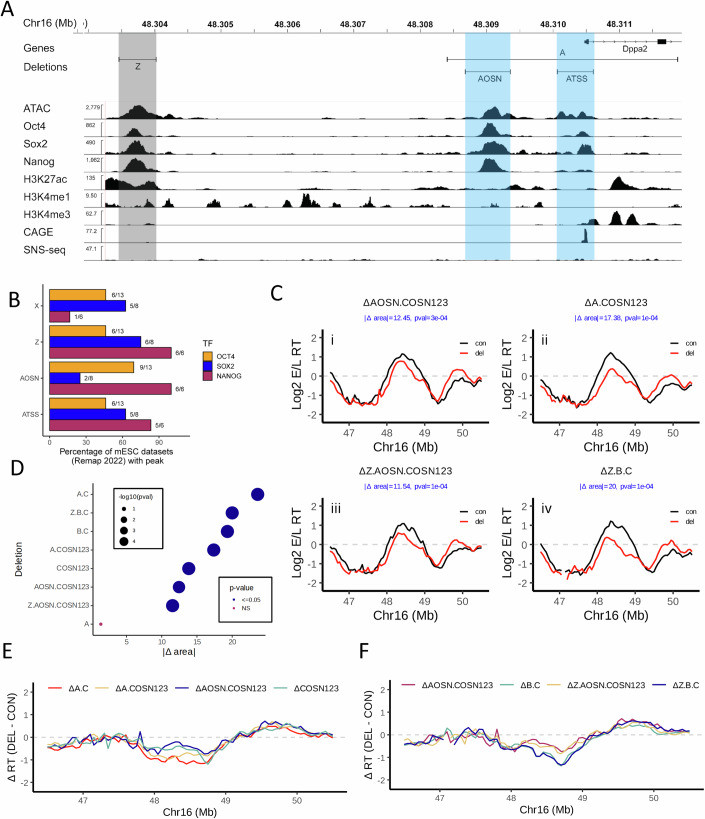
OSN sites contribute to the ERCE activity of the A element. (**A**) IGV browser tracks as in Fig. 1A, zooming into the A element. Deletions of the A element are demarcated at the top by horizontal bars above the data tracks. Sites harboring activity are highlighted in blue while sites without activity (Z) are highlighted in gray. (**B**) Percentage of Remap2022 mESC Oct4, Sox2, and Nanog ChIP-seq datasets with peaks that overlap the deletions generated in the A element as well as an additional upstream site (X, shown in Fig. EV1) that was shown to have no activity in our previous work (Sima et al, 2019). (**C**) RT profiles of cell lines harboring deletions (red) compared to the homologous unmodified allele (black) in and near ERCE A, presented as in Fig. 1C. (**D**) |∆ area| between the RT profile curves of the deletions shown in (**C**) and the significance of their delay in RT compared to the corresponding WT alleles (see “Methods“). Empirical *P* values are shown. (**E**, **F**) Comparison of RT changes [∆RT (DEL-CON)] in the Dppa domain (**E**) comparing the deletion of A and AOSN in the ∆COSN123 and ∆C backgrounds, and (**F**) comparing the deletion of Z in the ∆AOSN.COSN123 and ∆B.C backgrounds. Source data are available online for this figure.

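The deletion Z covers 48303458 to 48304031 of chromosome 16 in mm10 (574 bp). It overlaps the first exon of Dppa2, with UTR sequence and an annotated TSS of that gene, and begins 9221 bp to the right of Dppa4.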

Given our finding of the importance of OSN sites in the C element, we noted that upstream of the A element is another OSN (Z) site that is outside of the original A deletion. 

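∆Z.AOSN.COSN123 had a ∆area of −11.2 (empirical p = 0.0184), and its libraries lay at −12.4 and −10.2. The ∆∆area between ∆AOSN.COSN123 and ∆Z.AOSN.COSN123 was −1.14 (empirical p = 0.670). Its sign depends on the library left out, from −4.69 to 1.81. The exact permutation p between single libraries was 1, and with 2 libraries against 2 it cannot fall below 0.333. ∆Z.B.C had a ∆area of −21.1 (empirical p = 0.0013), with −24.2 in clone A6 and −18.4 in clone E5. Its background ∆B.C was not analysed here.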

Deletion of Z in the context of either ΔAOSN.COSN123 or ΔB.C, producing ΔZ.AOSN.COSN123 and ΔZ.B.C (Figs. 2Ciii,iv and  EV3xxxix-xl), respectively, did not delay RT relative to their parental backgrounds (Fig. 2D,F; Table EV4). Consistent with its absence from ERCE A and its presence in ∆A.B.C, which is late-replicating, we conclude that Z is neither necessary nor sufficient for ERCE activity, reminiscent of a strong OSN-containing region we previously designated as “Y” (Fig. EV1 (Sima et al, 2019). 

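RT at 48.2 to 48.6 Mb was 0.49 ± 0.33 (SD, n = 2) in ∆Z.AOSN.COSN123 and 0.22 ± 0.12 (SD, n = 2) in ∆Z.B.C. The paper reasons that Z is dispensable because its deletion adds no delay, and that it is not sufficient because it is intact in the late-replicating ∆A.B.C.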

Since both Y and Z remain intact in the very late-replicating ∆A.B.C and ∆A.B.COSN123 deletions, the presence of these two OSNs is not sufficient to advance RT. For this reason, we designate the compound elements within ERCEs that contribute to RT as “subERCEs”. It will be important to understand what essential component of subERCEs is missing from the Y and Z OSN binding sites (see “Discussion”).

ERCE B (~45 kb in size) contains two OSN sites, one ~8 kb upstream (BOSN1) and another ~4 kb downstream (BOSN2) of the TSS for the large (200 kb) Morc1 gene (BTSS) (Fig. 3A,B). 

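In mm10, BOSN1 (48422340 to 48422716 on chromosome 16, 377 bp) is intergenic and ends 8521 bp to the left of Morc1. BOSN2 (48435558 to 48436053, 496 bp) lies in an intron of Morc1. BTSS (48431257 to 48431396, 140 bp) begins 20 bp downstream of the annotated start of Morc1 at 48431237 and overlaps UTR and coding sequence of its first part. The reference sequence of BTSS on the plus strand is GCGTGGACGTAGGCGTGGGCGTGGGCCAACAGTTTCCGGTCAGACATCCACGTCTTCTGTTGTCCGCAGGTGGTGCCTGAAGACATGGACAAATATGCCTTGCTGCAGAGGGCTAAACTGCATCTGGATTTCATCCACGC.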

BTSS does not contain any detectable OSN binding activity (Fig. 3A,B). Since, like ERCE A, ∆B has a small effect on RT on its own, we dissected the “B” element in the context of other deletions. 

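∆BOSN1.COSN123 had a ∆area of −17.0 (empirical p = 0.0151), with −18.2 and −15.9 in its 2 clones. The ∆∆area from ∆COSN123 was −2.91 (empirical p = 0.681), and the exact permutation p between single libraries was 0.133. This ∆∆area was 2.04 (empirical p = 0.442) with the aggregate WT curve as control of both deletions, chosen after the data were seen. ∆A.BOSN1.COSN123, measured in 1 library, had a ∆area of −18.5 (empirical p = 1e-04, the smallest possible). It differed from ∆A.COSN123 by a ∆∆area of −1.22 (empirical p = 0.608), less than the SD between the libraries of ∆A.COSN123, and by 0.0493 with the aggregate WT curve for both, a control chosen after the data were seen. At 48.2 to 48.6 Mb, RT was 0.53 in ∆BOSN1.COSN123 and 0.32 in ∆A.BOSN1.COSN123.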

We first deleted BOSN1 in the context of ΔCOSN123 and ΔA.COSN123 to produce ΔBOSN1.COSN123 and ΔA.BOSN1.COSN123, which produced delays with no statistically significant difference compared to their parental backgrounds (Figs. 3Ci,ii,D and EV3xxii and v; Table EV4). 

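Removing BOSN2 as well gave a ∆area of −24 in ∆BOSN12.COSN123 (1 library, empirical p = 0.0006). The 2 clones of ∆A.BOSN12.COSN123 lay at −30.9 and −29.8, and their mean curves gave −30.9 (empirical p = 1e-04, the smallest possible). The ∆∆area between ∆BOSN12.COSN123 and ∆BOSN1.COSN123 was −7.00 (empirical p = 0.0137). With 1 library against 2, the exact permutation p was 0.333, the smallest possible, so the permutation test cannot pass the threshold for this pair. On the absolute area the same pair was not past the threshold (7.87, empirical p = 0.110). RT at 48.2 to 48.6 Mb was 0.07 in ∆BOSN12.COSN123 and −0.35 ± 0.05 (SD, n = 2) in ∆A.BOSN12.COSN123.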

We then deleted BOSN2 in these contexts, producing ΔBOSN12.COSN123 and ΔA.BOSN12.COSN123 (Figs. 3Ciii–iv and EV3xxi,vii). ΔBOSN12.COSN123 was statistically indistinguishable from ∆B.C and significantly more delayed than ∆BOSN1.COSN123, demonstrating that, in the absence of COSN123, deletion of BOSN12 can account for the B ERCE RT activity. However, while ΔA.BOSN12.COSN123 was significantly more delayed than ΔA.BOSN1.COSN123 (Fig. 3D; Table EV4), ΔA.BOSN12.COSN123 was still significantly less delayed than either ΔA.B.C or ΔA.B.COSN123 (Fig. 3D,E; Table EV4), indicating that something else is contributing to the promotion of early replication in the absence of all OSN sites with ERCE activity. 

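∆A.BOSN12.COSN123 exceeded ∆A.BOSN1.COSN123 by a ∆∆area of −12.4 (empirical p = 0.0003), with an exact permutation p of 0.333 that is the smallest possible. Between ∆A.B.COSN123 and ∆A.BOSN12.COSN123 the ∆∆area was −11.1 (empirical p = 0.0104). The exact permutation p between their single libraries was 0.133, where 0.0667 is the smallest possible, and with clones as units it was 0.333. This difference rests on the controls. Against the aggregate WT curve the ∆areas were −33.2 and −32.8, and the ∆∆area with this control for both, chosen after the data were seen, was −0.440 (empirical p = 0.943). At 48.2 to 48.6 Mb the deletion alleles themselves had a mean RT of −0.79 and −0.35. From the remaining difference between these deletions, the paper proposes that something other than the OSN sites also promotes early replication.

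**Figure D5:**
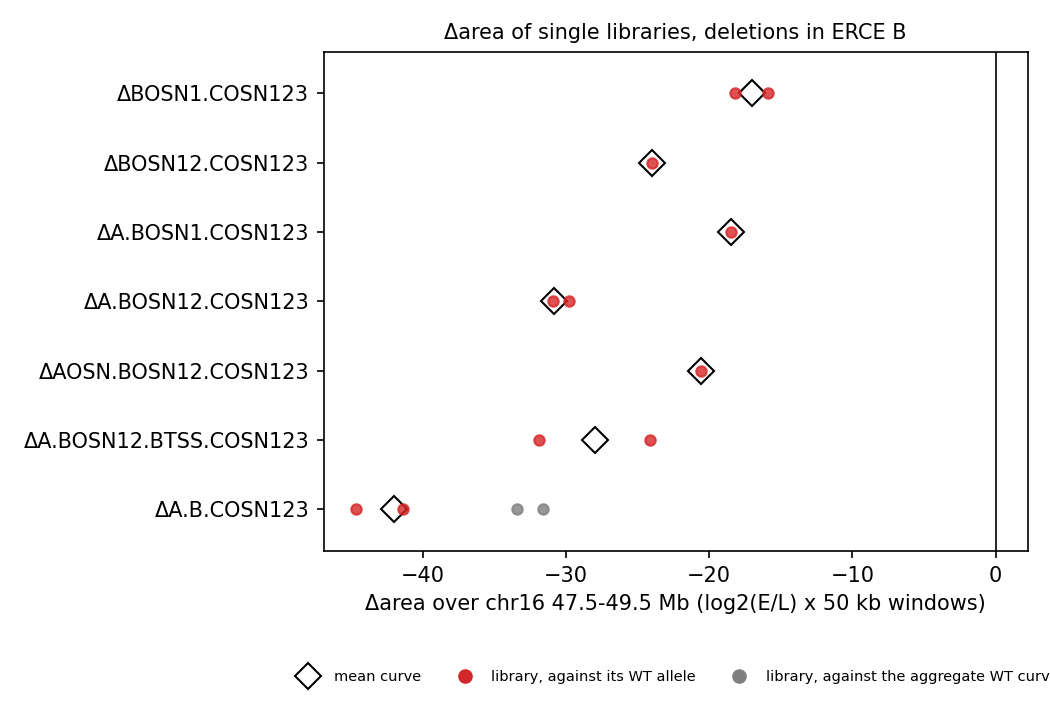
∆area over chromosome 16, 47.5 to 49.5 Mb, in log2(E/L) times 50 kb windows. Red points are single libraries against their own WT allele, gray points are libraries without a WT allele set against the aggregate WT curve, and diamonds are the area between the mean curves. The libraries of ∆A.B.COSN123 reach from −44.7 to −31.6.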

We also generated the BOSN deletions in the ∆AOSN.COSN123 background, producing ∆AOSN.BOSN1.COSN123 and ∆AOSN.BOSN12.COSN123 (Figs. 3Cv–vi and EV3xiii–xiv). 

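∆AOSN.BOSN12.COSN123, measured in 1 library, had a ∆area of −20.5 (empirical p = 0.0033) and a mean RT of −0.22 at 48.2 to 48.6 Mb. The ∆∆area from ∆AOSN.COSN123 was −8.18 (empirical p = 0.0682, above the threshold), and the one-sided empirical p was 0.0343. Over 48 to 49 Mb it was −8.92 (empirical p = 0.0040), with missing windows interpolated −7.70 (empirical p = 0.106), and without clone A6 of ∆AOSN.COSN123 −4.67. Single libraries of this pair gave an exact permutation p of 0.667, where 0.333 is the smallest possible. From ∆COSN123 the ∆∆area was −6.47 (empirical p = 0.0947). These values rest on the WT allele of that 1 library, whose RT at 48.2 to 48.6 Mb was 0.70. Taken against the aggregate WT curve, the ∆area was −32.7 (empirical p = 0.0002). With that control for both deletions, chosen after the data were seen, the ∆∆area was −16.7 from ∆AOSN.COSN123 (empirical p = 0.0038) and −16.9 from ∆COSN123 (empirical p = 0.0197). ∆AOSN.BOSN1.COSN123 was not analysed here.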

Consistent with a role for BOSN2 in the activity of ERCE B, ∆AOSN.BOSN12.COSN123 but not ∆AOSN.BOSN1.COSN123, was significantly delayed compared to ∆AOSN.COSN123 (Table EV4). Surprisingly, however, ∆AOSN.BOSN12.COSN123 was not significantly more delayed than ∆AOSN.BOSN1.COSN123 (Table EV4) despite the large change in ∆area (12.7 vs. 19), but did show a change in shape of the RT curve that resembles ∆A.BOSN12.COSN123 (Fig. 3Cii–vi). Altogether, our results implicate the OSNs are important for B ERCE activity, but show that their ability to account for B ERCE activity is dependent on the presence of components of the A element via cooperative relationships we do not yet understand.

**Figure 3:**
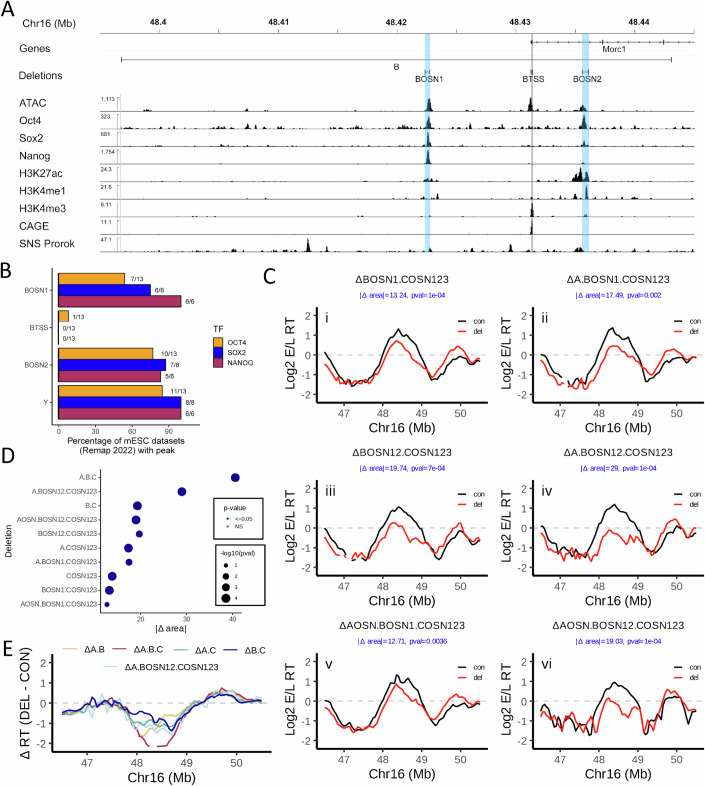
OSN sites contribute to the ERCE activity of the B element. (**A**) IGV browser tracks as in Figs. 1A and 2A, zooming into the B element. Deletions of the B element are demarcated at the top by horizontal bars above the data tracks. OSNs are highlighted in blue while the TSS is highlighted in gray. (**B**) Percentage of Remap2022 mESC Oct4, Sox2, and Nanog ChIP-seq datasets with peaks that overlap the deletions generated in the B element as well as an additional site 12 kb downstream of B (Y, not shown in (**A**)) that was shown to have no activity in our previous work (Sima et al, 2019). (**C**) RT profiles of cell lines harboring deletions (red) compared to the homologous unmodified WT allele (black) of sites within ERCE B presented as in Fig. 1C. (**D**) |∆ area| between the RT profile curves of the deletions shown in (**C**) and the significance of their delay in RT compared to the corresponding WT alleles (see “Methods”). Empirical *P* values are shown. (**E**) Comparison of RT changes [∆RT (DEL-CON)] in the Dppa domain comparing ∆A.BOSN12.COSN123 to ∆A.B.C and pairwise ERCE deletions. Source data are available online for this figure.

### Early RT can be maintained in the absence of most transcription

In our previous study, we reported that a triple deletion of A, B and C led to silencing of transcription within the Dppa domain (Sima et al, 2019). However, it remained to be determined whether ERCE RT activity could be uncoupled from their transcription activity. This is particularly important in light of the complex effects of deletions that contained TSSs on early replication and transcription (Sima et al, 2019). To address this question, we generated a series of deletions selectively targeting the three TSSs at A, B, and C followed by E/L Repli-seq to measure RT and BrU-seq to measure nascent transcription (Figs. 4A–F, EV3, and EV4). 

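BrU-seq labels nascent RNA with bromouridine, so that its signal follows ongoing transcription. The BrU-seq values set beside RT here are the paper's, from Table EV5, as the domain signal of each clone and allele, of which 38 alleles (deletion and control alleles of the clones of 11 deletions) could be paired with E/L Repli-seq. The TSS deletions comprised 4 libraries of ∆CTSS, 3 of ∆BTSS.CTSS, 3 of ∆ATSS.BTSS.CTSS and 1 of ∆BTSS. The CAST alleles of the ∆ATSS.BTSS.CTSS clones carry ∆ATSS, and the CAST allele of ∆BTSS.CTSS clone C11 carries ∆BTSS. As single libraries, alleles without a WT homolog in the same clone were set against the aggregate WT curve. In the mean curves of ∆BTSS and ∆BTSS.CTSS, the control came from the WT alleles of the clones other than C11.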

The CTSS deletion in the WT background, whose nonsignificant effect on RT was described in Fig. 1Ciii,D, had little effect on transcription (Fig. 4A,F**)**. We deleted BTSS in both the WT background and in the ΔCTSS background to generate ΔBTSS and ΔBTSS.CTSS, which both resulted in barely detectable BrU-seq signal from the Morc1 gene (Figs. 4A and EV2) and a reduction in Dppa2 and Dppa4 transcription, but only a modest impact on RT, maintaining early RT (Figs. 4Bi,ii and  EV3xxiii,xxiv).

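∆BTSS had a ∆area of −8.15 (empirical p = 0.0216), with −7.64 in clone A10 and −10.4 on the CAST allele of clone C11. With clone A10 alone the empirical p was 0.145, and with each allele set against WT alleles of its own strain, a control chosen after the data were seen, it was 0.0561 (∆area −8.16). ∆BTSS.CTSS had a ∆area of −13.3 (empirical p = 0.0146) and clones at −12.6, −9.97 and −13.5 (SD 1.84). With the aggregate WT curve as control it was −10.2 (empirical p = 0.0846). The 2 deletions differed by a ∆∆area of 5.09 (empirical p = 0.167, exact permutation p = 0.300 between single libraries), and by 0.818 (empirical p = 0.780) with the aggregate WT curve as control of both, chosen after the data were seen. Between 48.2 and 48.6 Mb, RT was 0.51 ± 0.07 (SD, n = 2) in ∆BTSS and 0.43 ± 0.19 (SD, n = 3) in ∆BTSS.CTSS. From the paper's Table EV5, the BrU-seq signal of the domain was 76.1% below the control in ∆BTSS and 58.7% below it in ∆BTSS.CTSS, where control is the mean of the control alleles of the same genome. Against the control allele of the same clone, a comparison added after the data were seen, the order was the reverse. Of control, 41.8% was left in ∆BTSS (clone A10 only) and 23.7% in ∆BTSS.CTSS. These ratios set a 129 deletion allele against a CAST control allele. Mean control signal was 787 on CAST and 368 on 129. The reversal rests on a low control signal in A10, 285 against 644 in G3 and 614 in H11. The deletion alleles had 119 in A10, 169 in G3 and 129 in H11.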

**Figure 4:**
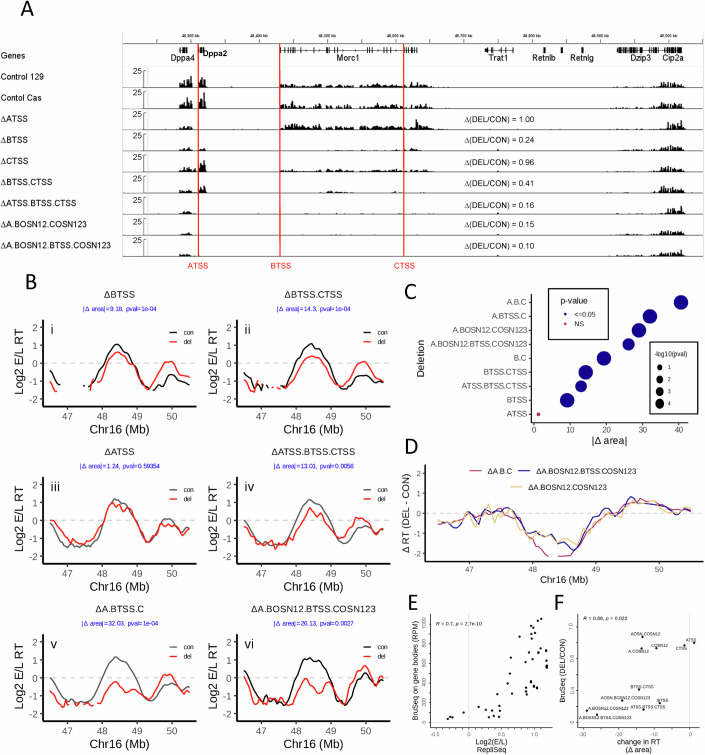
Most transcription is not required for early RT of the *Dppa2/4* domain. (**A**) Representative IGV Bru-seq tracks with TSS deletions indicated at red vertical lines. Tracks of all individual replicate BrU-seq datasets generated in this study are shown in Fig. EV4. (**B**) RT profiles of cell lines harboring deletions (red) compared to the homologous unmodified WT allele (black) of sites within ERCE B presented as in Fig. 1C. For plots in which the control (con) is gray, at least one of the clones has a deletions on both alleles and the control is an average of all control alleles in all clones in this study. (**C**) |∆ area| between the RT profile curves for the deletions shown in (**B**) and the significance of their delay in RT compared to their corresponding control (see “Methods“). (**D**) Comparison of RT changes [∆RT (DEL-CON)] in the Dppa domain comparing ∆A.BOSN12.BTSS.COSN123 to ∆A.BOSN12.COSN123 and ∆A.B.C. Empirical p values are shown. (**E**, **F**) Scatter plots of all clones for which both RepliSeq and BruSeq were performed, showing (**E**) the correlation between the average RT of Dppa domain map coordinates 48.2-48.6 Mb for each clone and the corresponding BruSeq signal over all three gene bodies (Dppa2/4 and Morc1), and (**F**) the correlation between the relative change in BruSeq (DEL/CON) and the change in RT (∆ area).

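Across 38 alleles, RT at 48.2 to 48.6 Mb rose with the paper's BrU-seq signal of the domain, with r = 0.75 and Spearman's rho = 0.78 (permutation p = 1e-05 for both, the smallest possible, with adjusted p of 6.5e-05 and 2.6e-05 over 13 relations). Without the 2 alleles of most extreme BrU-seq signal, r was 0.74. Deletion and control alleles form separate groups, so the relation was also computed within each. It was r = 0.72 (permutation p = 0.00021) and rho = 0.86 over 23 deletion alleles, and r = 0.05 (permutation p = 0.857) and rho = 0.11 over 15 control alleles. Over the 19 alleles of 129, r was 0.81, and over the 19 of CAST it was 0.40 (permutation p = 0.0879) and 0.01 without the 2 farthest alleles. Across 11 deletions, ∆area rose with the BrU-seq signal relative to control (r = 0.68, permutation p = 0.0231, adjusted p = 0.0428, rho = 0.68, permutation p = 0.0255, adjusted p = 0.0553). Without the 2 farthest deletions, r was 0.73. In that ratio the 129 control is a single clone and the CAST control is the mean of 14 clones.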

**Figure EV4:**
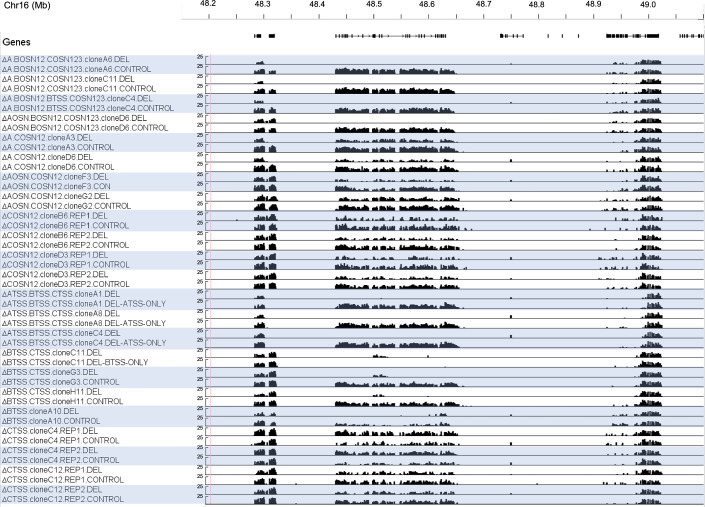
All Bru-seq datasets generated in this study. All of the BrU-seq generated in this study, displayed as in Fig. 4. OSN deletion series data tracks are found on the top half while TSS deletion series data tracks can be found on the bottom half. We observed some variation in gene expression between the two alleles in WT cells (Fig. 4). This variation can also be seen in the CTSS deletions (bottom tracks), as clone (C4) harbors a deletion of the *castaneus* allele whereas the other clone (C12) harbors a deletion on the *musculus* allele, and neither CTSS deletion has an effect on Morc1 expression.

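The 2 libraries of clone C12, with CTSS deleted on 129, had ∆areas of −9.81 and −8.67, and those of clone C4, with CTSS deleted on CAST, had 7.65 and 3.79. The means differed by −15.0, and with 2 libraries against 2 the exact permutation p was 0.333, the smallest possible. Set against the aggregate WT curve, the mean ∆area was −7.39 for C12 and 1.47 for C4. In the domain right of Dppa, the deletion allele minus the WT allele was 0.25 and 0.75 in C12 and −0.16 and −0.70 in C4. The paper describes the variation between the alleles for expression and states that neither CTSS deletion affects Morc1 expression.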

**Figure EV5:**
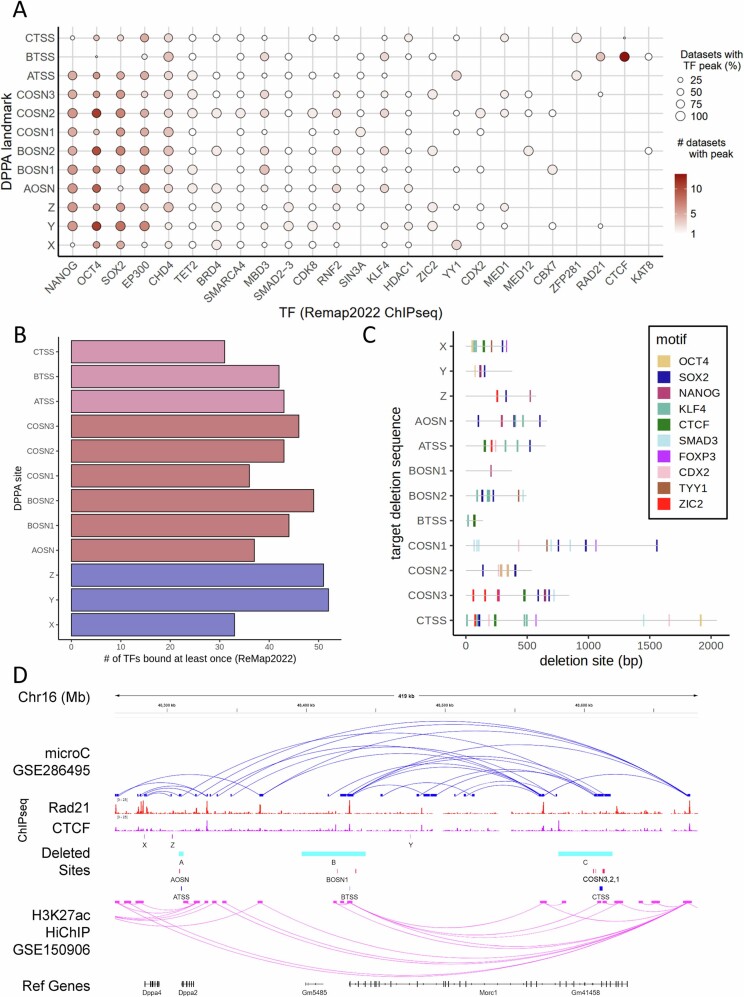
Deleted sites are diverse TFBS. (**A**) ChIP-seq peaks from ‘mESC’ datasets in Remap2022 overlapping at least two of the sites of interest in the DPPA domain. The size of the dots indicates the percentage of available ChIP datasets with a peak directly overlapping the site, and the color indicates the number of datasets with peak. (**B**) TF-binding diversity (Hammal et al, 2022) quantified as the number of TFs with at least one ChIP-seq peak from Remap2022 ‘mESC’ overlapping the sites of interest. (**C**) Putative TFBS in target deletion sequences determined by motif presence. Due to the presence of over 400 TF-binding motifs in this collection of elements, only motifs for TFs from the ChIP-seq targets shown on (**A**) are included. (**D**) Micro-C (preprint: Jusuf et al, 2025) and H3K27ac HiChIP loops (Kraft et al, 2022) in the Dppa domain, as well as CTCF and Rad21 ChIP-seq signal over input (Cattoglio et al, 2019; Hansen et al, 2017). Loop resolution varies between datasets and is indicated on *y* axis.

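∆ATSS, on the CAST allele of the 3 ∆ATSS.BTSS.CTSS clones, had a ∆area of −6.21 (empirical p = 0.387) against the aggregate WT curve. Single clones lay at −11.3, −5.38 and −1.96 (SD 4.72), and RT at 48.2 to 48.6 Mb was 0.77 ± 0.19 (SD, n = 3). Without clone A1 the ∆area was −3.67. From Table EV5, the paper's BrU-seq signal of the domain was 5.83% below the control.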

Next, to eliminate transcription from the Dppa2 gene, we deleted ATSS. ΔATSS alone resulted in undetectable BrU-seq signal from the Dppa2 gene and a reduction in Dppa4 with no effect on Morc1 transcription (Figs. 4A and EV4) and a nonsignificant effect on RT (Figs. 4Biii and EV3xvii). 

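With ATSS, BTSS and CTSS deleted on the 129 allele, the ∆area was −19.2 (empirical p = 0.0085) against the aggregate WT curve, and the 3 clones lay at −20.1, −15.8 and −21.6 (SD 2.99). With WT 129 alleles of 2 other clones as control, chosen after the data were seen, it was −14.56. The ∆∆area from ∆BTSS.CTSS was −5.71 (empirical p = 0.333). Between single libraries the exact permutation p was 0.100, the smallest possible with 3 against 3, although each clone of the triple deletion lay below each clone of ∆BTSS.CTSS. The paper's BrU-seq signal of the domain (Table EV5) was 83.9% below the control.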

Deletion of all three TSSs (ΔATSS.BTSS.CTSS) resulted in undetectable BrU-seq signal from Dppa2 and large reductions in BrU-seq signal from Morc1 and Dppa4 (Figs. 4A and EV4) with a modest change in RT similar to ΔBTSS.CTSS (Figs. 4Biv,C,F and EV3xviii). Importantly, despite the nearly complete elimination of all transcription in this triple TSS deletion, Dppa domain replication is still occurring in the first half of S phase (Fig. 4Biv**)**. Thus, we conclude that, while transcription plays a role in advancing RT, most transcription is not necessary for early replication at the Dppa domain when subERCEs are intact.

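RT at 48.2 to 48.6 Mb was 0.29 ± 0.08 (SD, n = 3) on the ∆ATSS.BTSS.CTSS allele, between 0.21 and 0.37. The same alleles averaged over 48 to 49 Mb had a mean of −0.02. From the RT that remains after nearly all transcription is lost, the paper concludes that most transcription is not needed for early replication of the domain while the subERCEs are intact.

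**Figure D6:**
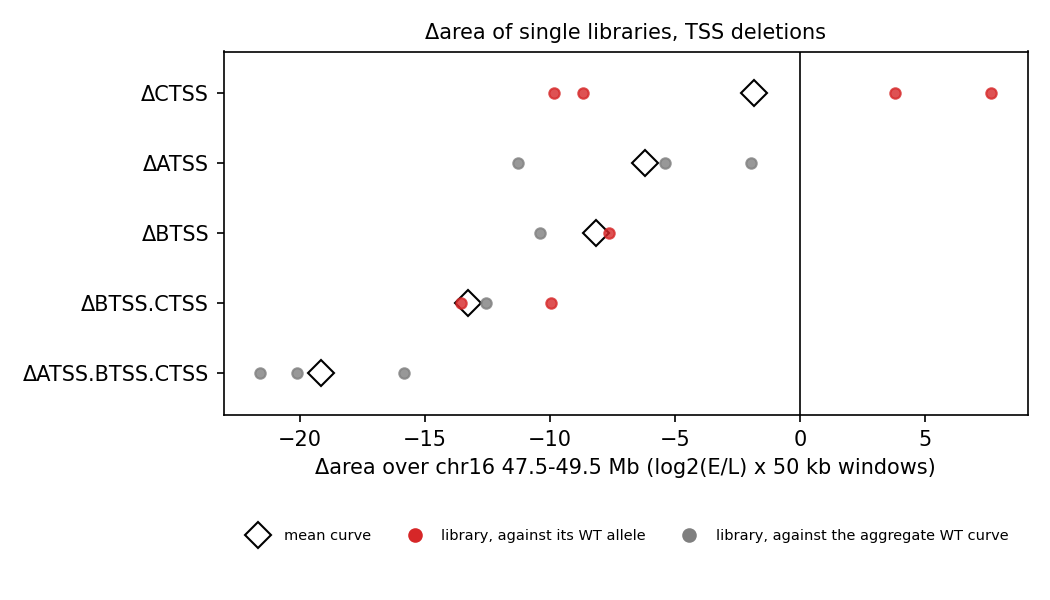
∆area over chromosome 16, 47.5 to 49.5 Mb, in log2(E/L) times 50 kb windows, for the TSS deletions. Red points are single libraries against their own WT allele, gray points are alleles set against the aggregate WT curve, and diamonds are the area between the mean curves. The 3 clones of ∆ATSS.BTSS.CTSS lie between −21.6 and −15.8.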

Because ΔBTSS eliminates almost all transcription of the 1 Mb Morc1 gene (Fig. 4A) and ~76% of total BrU-seq signal in the domain, but remains early replicating (Fig. 4Bi,C,F), we generated a BTSS deletion in the ΔAC background, and found that ΔA.BTSS.C resulted in a significantly greater delay than ΔAC (Figs. 4Bv and EV3viii vs. 3ix and Table EV4), from slightly early-mid S to slightly late-mid S. These data support a role for BTSS in advancing RT when A and C are absent.

Recall from Fig. 3Civ that deletion of all OSNs within all three ERCEs failed to completely delay RT equivalent to ∆A.B.C. Since the BTSS remains in this configuration and is the most consequential TSS deletion for both RT and transcription, we determined whether the BTSS was responsible for both transcription and the mid-late RT in this clone. We found BrU-seq signal was nearly eliminated in ∆ABOSN12.COSN123 even though BTSS and CTSS are still present (Figs. 4A,F and EV4). Deletion of BTSS to create ∆A.BOSN12.BTSS.COSN123 did not significantly delay RT further (Fig. 4Bvi,C,D,F and 3EV3vi; Table EV4). These data demonstrate that subERCEs play a role in transcription but when transcription is already crippled by their absence, the BTSS no longer plays a role in RT, suggesting that the role of BTSS is likely through transcription.

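∆A.BOSN12.BTSS.COSN123 had a ∆area of −28 (empirical p = 1e-04, the smallest possible), with −24.1 and −31.9 in 2 cultures of clone C4. The ∆∆area of ∆A.BOSN12.COSN123 minus ∆A.BOSN12.BTSS.COSN123 was −2.88 (empirical p = 0.274), which is a smaller delay with BTSS deleted. Over 48 to 49 Mb the sign was the opposite (1.56, empirical p = 0.349). It was also the opposite with the aggregate WT curve as control of both deletions, chosen after the data were seen (2.332, empirical p = 0.469). With single libraries left out, this ∆∆area ranged from −6.76 to 1.00, and it was positive without the first culture of clone C4. The exact permutation p between single libraries was 1, where 0.333 is the smallest possible. The deletion allele had a mean RT of −0.46 ± 0.08 (SD, n = 2) at 48.2 to 48.6 Mb. The paper's BrU-seq signal of the domain (Table EV5) was 85.1% below the control in ∆A.BOSN12.COSN123 and 90.2% below it with BTSS also deleted.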

Overall, we conclude that subERCEs have roles in both transcription and RT but that when nearly all transcription is eliminated through deletion of the TSSs, they can still maintain early replication, uncoupling these two functions of subERCEs.

### Early RT is independent of where replication initiates

We previously (Sima et al, 2019) aligned the ERCE-containing deletions to available small nascent strand microarray mapping data in mESCs (Cayrou et al, 2015) and reported that one of many origins in the Dppa domain was detected within the left half of the C deletion and none in the A or B deletions (Fig. EV1). Since then, several new mESC replication initiation datasets using various methods have been published, prompting us to re-examine their alignment with the more refined sites of RT activity within ERCEs. The top two data tracks in Fig. 5A align the Dppa locus and its ERCEs with data for High-resolution Repli-seq (Zhao et al, 2020) and Ok-seq (Petryk et al, 2018), which map the first sequences to replicate and the population-averaged polarity of replication, respectively, both at ~50 kb resolution. Each detects large regions of dispersed initiation activity termed “initiation zones” (IZs), although Repli-seq IZs score all earliest 50 kb windows above background, while the Ok-seq IZ call is a single site marking the “center of gravity” of surrounding initiation activity (Petryk et al, 2018). In genome-wide data, all mESC Ok-seq IZ calls are early replicating, and align with the early replicating IZs called by High-resolution Repli-seq (Zhao et al, 2020). Indeed, at the Dppa locus, the transition in Okazaki fragment polarity (Ok-seq IZ) is near the center of the earliest DNA synthesis IZ detected by high-resolution Repli-seq. In fact, the IZ called by Repli-seq (Zhao et al, 2020) extends from one border of strong Ok-seq polarity to the other border of opposite polarity (Fig. 5A), coinciding with a broad region of reduced Okazaki fragment polarity characteristic of dispersed initiation activity (red dashed box in Fig. 5A), and encompassing all three ERCEs A, B and C. Together, these two very different methods provide high confidence that initiation at the Dppa locus is distributed throughout the entire region encompassed by the ERCEs.

**Figure 5:**
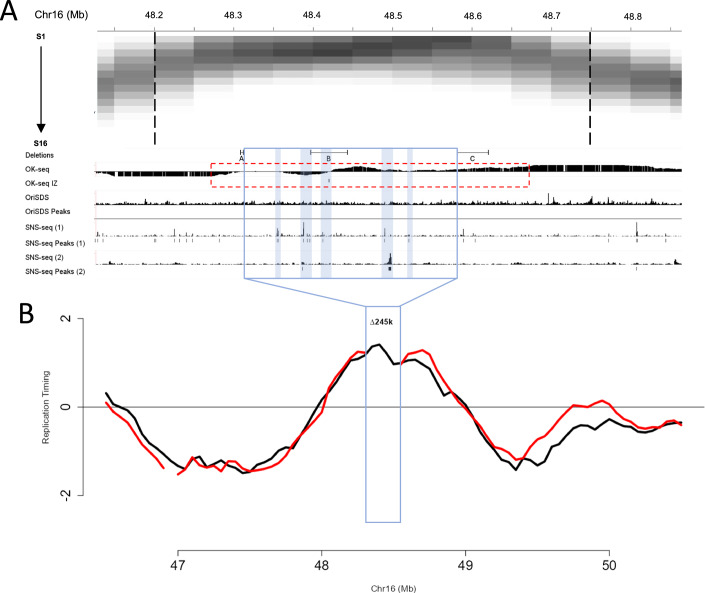
ERCEs and replication origins. (**A**) IGV tracks showing: (Top) a heatmap of read coverage in 50 kb genomic windows from high-resolution Repli-seq of the *musculus* allele in F121-9 mESCs, with the IZ call indicated by the vertical black dashed lines, which identifies the locally earliest 50 kb bins with read coverage significantly above background, (Zhao et al, 2020). (Middle) Deletions and signal tracks followed by peak calls for Okazaki fragment sequencing (Ok-seq) data (Petryk et al, 2018). The “IZ Peak” calls in Ok-seq data represent the point where the population average of fork directions switches polarity. The red dashed box represents the region of reduced unidirectional replication (increased bidirectional replication), indicative of origin firing. (Bottom) Signal tracks followed by peak calls for three small nascent strand sequencing (SNS-seq) datasets. OriSDS is a revised SNS method in which only bidirectional small nascent strands are scored as peaks (Pratto et al, 2021). SNS datasets (1) and (2) are from (Prorok et al, 2019) and (Jodkowska et al, 2022), respectively. (**B**) Log2(E/L) Repli-seq of a clone with a 245 kb deletion encompassing most of the efficient SNS origin peak calls (Sima et al, 2019). Blue box extending up into (**A**) expands the deleted region to show positions of SNS and Ok-seq IZ peak. Source data are available online for this figure.

Also shown in Fig. 5A are three recently published mESC small nascent strand sequencing (SNS-seq) mapping datasets (Jodkowska et al, 2022; Pratto et al, 2021; Prorok et al, 2019), which map initiation sites to kilobase resolution. One of these datasets (SNS-seq 1) detects peaks throughout the IZ, including two peak calls within the left half of C and one in the left side of B. The other two datasets (OriSDS and SNS-seq 2) detect 0 and 2 peaks in the entire Dppa domain, none of which reside within the original large ERCE-containing deletions (Fig. 5A). Importantly, none of the SNS-seq datasets detected peaks within 10 kb of any of the subERCEs. Together with the Repli-seq and Ok-seq data, the most parsimonious conclusion is that origin activity in the Dppa locus is distributed throughout the domain, with some sites firing at efficiencies above the threshold of SNS-seq peak detection. To evaluate the importance of efficient sites of initiation for Dppa domain RT, we aligned the position of a large (~245 kb) deletion made in our previous work (Sima et al, 2019), that had no detectable effect on RT (Fig. 5B). This deletion removes all DNA between the A and C elements, encompassing the majority of detectable SNS activity throughout the Dppa domain. Thus, initiation frequencies must necessarily be redistributed in this deletion to the remaining flanking regions; this suggests RT is regulated independently of the choice of sites used to initiate replication.

## Discussion

*Cis*-acting elements controlling large-scale (>hundreds of kb) chromosome structure and function have proven elusive. We recently identified ERCEs as *cis*-elements necessary for early RT, and found that the same chromosome segments harboring ERCEs were also necessary for domain-confined transcription, 3D architecture and A/B compartmentalization. Most of our deletions were over 30 kb, making it difficult to determine whether early replication activity could be uncoupled from these other activities. Here, we have performed a series of fine deletions within the three ERCES residing in the ~400 kb Dppa2/4 gene-containing domain. We demonstrate that a set of six relatively small (140–3483 bp; 7384 kb total) deletions can mostly recapitulate the very early to very late replication timing switch observed with the larger deletion series (which deleted 88.7 kb total). These six deletions contain seven sites that are bound by diverse master transcription factors, which we term subERCEs. Although the three subERCEs in ERCE C account for its RT activity in most deletion series, deletion of all seven subERCEs does not render the entire domain homogenously very late-replicating, such as what we see with ∆A.B.C. At present, we do not know what alternative activity is contributing to the remaining late-middle RT in these clones. Deletion of all subERCEs eliminates almost all transcription in the locus, despite retaining all domain TSSs. On the other hand, deleting three TSSs (∆ATSS.BTSS.CTSS), leaving 6/7 subERCEs intact (the seventh is ATSS, which may also be a subERCE), also eliminates almost all transcription, but the Dppa locus replicates early in this clone. Thus, subERCEs have roles in both transcription and RT but, when nearly all transcription is eliminated through deletion of the TSSs, they can still maintain early replication, uncoupling these two functions of subERCEs. Note that a 140 bp deletion of only the BTSS substantially reduces transcription of the long Morc1 gene, with a significant effect on RT. However, when transcription was already reduced by deleting all 7 subERCEs, further deletion of the BTSS had no additional effect on RT, suggesting that the role of BTSS in RT is strictly through transcription, distinguishing it from subERCEs. Together, we conclude that subERCEs are compound elements consisting of multiple independent sites that maintain early RT through both transcription-dependent and independent roles. Thus, changes in transcription factors during cell fate changes can alter RT without affecting transcription and may cooperate with transcription to elicit robust changes in RT.

### ERCEs consist of multiple smaller “subERCEs”

Our original deletion study (Sima et al, 2019) found that very early replication requires at least two ERCEs. Here, we show that each of the ERCEs consists of multiple smaller elements, identified by OSN co-binding. However, it is clear that the OSN TFs themselves are not sufficient for ERCE RT activity, since two additional strong OSN sites (Y and Z) remain intact in all of our late S-phase replicating deletion clones. Since the term OSN is thus misleading with respect to RT activity, we have introduced the term “subERCEs” for elements with non-transcriptional roles in RT. Importantly, both motif analysis and ChIP data identify a large number of TFs that bind to subERCEs (Fig. EV5A–C). In fact, it has been shown that the diversity of TF-binding sites is more important for predicting enhancer activity than the specific identity of TFs (Singh et al, 2021). However, X, Y, and Z and even CTSS also contain many TF-binding sites (Fig. EV5B), so there is no obvious combination of TFs that stands out as distinguishing subERCEs, and the number of elements in our study is too small to find a TF signature unique to subERCEs. Figure EV5D shows recently published high-resolution H3K27ac HiChIP and Micro-C data for the Dppa locus in mESCs (preprint: Jusuf et al, 2025; Kraft et al, 2022). Consistent with our previous capture Hi-C data (Sima et al, 2019), interactions are seen between ERCEs A and C and between B and C, but not between A and B. Consistent with the activity of subERCEs being linked to their interactions, interactions are enriched at the subERCE sites within the ERCEs, albeit in all cases, TSSs are in close proximity to the subERCEs. Interestingly, Y and Z show no significant interactions with any subERCE in either the HiChIP or micro-C data, and X only has one contact with ERCE A. Thus, it is possible that inter-ERCE interaction distinguishes subERCEs. A recent study demonstrated that superenhancers contain bioinformatically equivalent but functionally distinct “facilitators” that potentiate enhancer activity dependent upon their positions within the superenhancer (Blayney et al, 2023), raising intriguing parallels to subERCEs within ERCEs. Facilitators were identified using a whole-locus synthetic biology-enabled engineering strategy designed to overcome the difficulties of introducing multiple independent mutations in a single allele. Novel approaches such as these will be needed to elucidate mechanisms by which subERCEs maintain early replication, potentially coordinating changes in RT with transcription during differentiation.

### ERCEs and transcription

We demonstrate that subERCE RT activity can maintain early replication independent of its roles in transcription, uncoupling these two identified activities of ERCEs. Even after all ERCE-linked transcriptional activity (all the transcription eliminated in ∆A.B.C) and 90% of total transcriptional activity throughout the Dppa domain, is eliminated by deleting ERCE-resident TSSs, the domain remains early replicating. However, our results also suggest a role for transcription in the robust maintenance of Dppa domain RT. Deletion of subERCEs severely diminishes transcription, suggesting they do play roles as transcriptional enhancers, and we have no mutants that are late-replicating while retaining substantial levels of transcription. It has been shown that high levels of transcription, or transcription of long genes can be sufficient but not necessary to drive early RT during differentiation (preprint: Vouzas et al, 2025), suggesting something other than transcription, such as ERCEs, function when transcription is not activated. Moreover, transcription of small, lowly transcribed genes such as Dppa2/4 may not influence RT at all (Blin et al, 2019; preprint: Vouzas et al, 2025). Our work shows that, at the Dppa locus, the BTSS deletion, which eliminates most domain transcription, including the long Morc1 gene, causes a significant delay in RT, but is not enough to erase early replication, even after additional deletion of ATSS and CTSS, so transcription contributes to how early the Dppa locus is, but is not necessary for early replication. Thus transcription is one of at least two independent mechanisms maintaining Dppa RT. The effect of transcription on RT may be direct (preprint: Vouzas et al, 2025). Alternatively, transcription could result in alterations in the positions of the replicative MCM helicase complexes that are known to be cleared from the bodies of active genes (Chen et al, 2019; Hu and Stillman, 2023; Lichauco et al, 2025; Liu et al, 2021; Sasaki et al, 2006; Scherr et al, 2022). Thus, silencing transcription could result in a broad distribution of origin firing across the large Morc1 gene body, each of which is equally early firing but used infrequently, so that any given genomic bin appears to replicate later in ensemble data. Indeed, this model could explain why the 245kb deletion that removes most of the Morc1 gene has no effect on RT (Fig. 5), while the 140-bp BTSS deletion significantly delays RT (Fig. 3); the 245kb deletion removes most of the Morc1 gene body, which may re-focus MCM and initiation to a smaller genomic region. Regardless of the mechanism, the most parsimonious interpretation of our results is that promoters, such as BTSS, advance RT strictly by driving transcription, while subERCEs advance RT both through their role in transcription, likely functioning as enhancers or facilitators, and through a transcription-independent mechanism. Until we understand mechanism, it will remain difficult to bioinformatically identify subERCEs.

### ERCEs and replication origins

Although replication initiates at sites dispersed throughout the Dppa locus, RT is not linked to any specific sites of initiation. This is consistent with a body of literature uncoupling RT from origin specification, discussed in depth elsewhere (Rivera-Mulia et al, 2016). Indeed, the role of any site-specific origin of replication in chromosome biology has been difficult to substantiate. There is evidence that altered origin usage can influence the frequency of trinucleotide repeat expansion by altering the polarity of replication forks passing through the repeats (Gerhardt et al, 2014). There is also evidence of an early-to-late RT change upon deletion of a strong SNS-seq peak in mouse B cells (Malzl et al, 2023), although ReMap2022 ChIP data reveals that the deleted site binds diverse TFs, including B cell master regulators such as Pax5, and so could contain one or more subERCEs. Here, we demonstrate that we can delete the most efficient origins within an initiation zone, leaving two ERCEs behind, with no detectable effect on RT.

To the non-expert, the discordance between origin peak calls in Fig. 5 may seem surprising. In fact, it is typical of most genomic regions in mammalian cells, particularly developmentally regulated domains (Besnard et al, 2012; Dileep et al, 2015; Takebayashi et al, 2012b), likely due to a combination of technical noise and the biological background of dispersed initiation. The usage of sites of replication initiation in mammalian cells is highly stochastic (Bechhoefer and Rhind, 2012; Carrington et al, 2025; Hyrien, 2015; Wang et al, 2021). Single-molecule methods show that 20% of origins are organized in clusters averaging 45 kb termed Initiation Zones (IZs), within which replication initiates at one or a few of many more potential sites. The remaining 80% of initiations are scattered throughout the genome outside of the IZs and fire at an undetectably low frequency (Wang et al, 2021; Carrington et al, 2025). This has made origin mapping very difficult, as single-molecule methods are challenging and population-based methods that achieve kilobase resolution, such as SNS-seq (Jodkowska et al, 2022; Pratto et al, 2021; Prorok et al, 2019) and initiation site sequencing (Ini-seq; (Guilbaud et al, 2022) detect only those initiation sites with sufficient efficiency to give a signal above noise. There are, however, some exceptionally efficient and reproducibly detectable “core origin” sites (Akerman et al, 2020), which mainly reside within gene-rich domains replicated very early across cell types. By contrast, lower resolution methods Ok-seq (Petryk et al, 2016) and High-resolution Repli-seq (Zhao et al, 2020), which detect sites where many origins are clustered into IZs, give high concordance between replicates and even between these two very different data types (Fig. 5 and Zhao et al, 2020). In summary, IZs are broad regions of chromatin where replication initiation is enriched, and the entire Dppa replication domain can be considered one (or possibly two) large IZ. ERCEs, on the other hand, are discrete elements required for large-scale domain structure and function. Taken together, we favor a model in which ERCEs establish a subnuclear environment that promotes initiation stochastically at available sites within their realm of influence, the replication domain (Fig. 6; Dimitrova and Gilbert, 1999; Gilbert, 2001; Sima et al, 2019).

**Figure 6:**
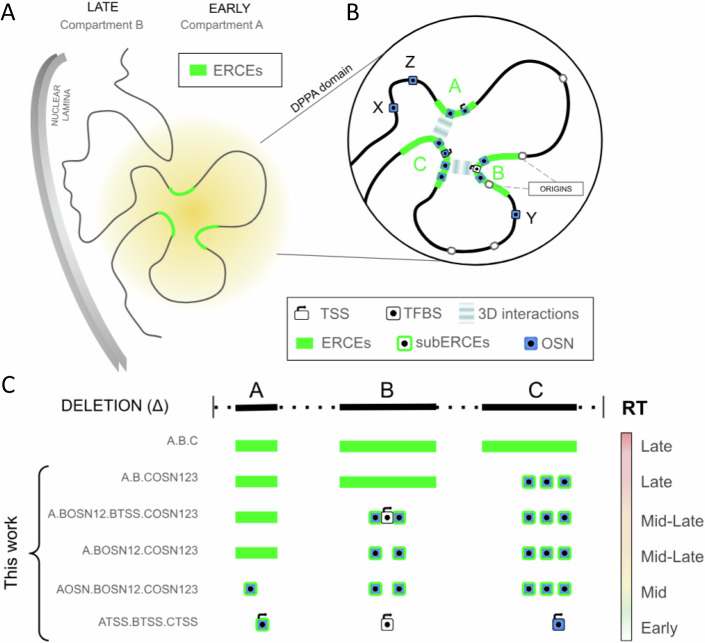
Uncoupling activities within ERCEs. Working model for ERCE function, illustrating the various activities of candidate regulatory elements subject to deletion analysis in this work, while retaining the basic tenets of our original proposed model (Sima et al, 2019). (**A**) Original version of the model adapted from Sima et al, 2019, showing a hypothetical structure of the Dppa replication domain, in which interactions between ERCEs seed the assembly of a microenvironment (yellow halo) that results in interactions with the A chromatin compartment and increases the local probability of origin firing. (**B**) Revised model showing the positions and interaction of all dissected elements in this study (marked by boxes) and classified according to function. Bubbles represent stochastically used replication origins within an initiation zone that aligns with ERCE B. Interactions occur between subERCEs A and C and B and C, but are rarely detected between A and B. (**C**) Schematic representation of relevant compound deletions and their resulting effects on RT, highlighting the contribution of this work towards a detailed understanding of ERCE function.

### Co-opting TFs as a means to regulate RT during development

Our results strongly implicate master transcription factor binding sites in the developmental control of RT. Coupled transcription and RT activities of a subset of enhancers suggest one possible reason why RT and transcriptional regulation have been so hard to untangle, and a partial explanation for why there are so many more cell-type specific TF-binding sites than there are essential transcriptional enhancers (Lo et al, 2022; Rothenberg, 2022). Our results also suggest that cell-type-specific ERCEs could respond to changes in transcriptional regulatory networks during differentiation to trigger replication timing changes, thus remodeling the epigenomic composition of their resident domain to create an environment more conducive for transcription (Klein et al, 2021; Rivera-Mulia et al, 2019a). Our results are also consistent with a role for transcription in advancing RT, as reported by others (Blin et al, 2019; Therizols et al, 2014; preprint: Vouzas et al, 2025), and suggest that these mechanisms can act independently. Potentially then, either transcription or ERCEs could initiate RT advances during cell fate specification, while the alternative mechanism could serve as a positive feedback to drive stable transitions in epigenetic state in either temporal order. Testing this model in mammalian cells will require further understanding of the mechanisms by which ERCEs function.

Figure 6 illustrates a speculative model for ERCE function, modified from its original version (Fig. 6A; Sima et al, 2019) to include the discovery of TF-rich subERCEs, as well as recently published origin mapping and Micro-C/HiChIP data (Fig. 6B and EV5D). Figure 6C summarizes key observations in this report. Here we demonstrate that ERCEs consist of multiple subERCEs, which are sites of diverse cell-type-specific TF binding. The subERCEs account for most of the RT advancing activity of ERCEs. ERCEs were originally discovered by virtue of their CTCF-independent interactions (Sima et al, 2019). We show here that ERCE interactions are focused on the more localized subERCEs (Fig. EV5D), while Y and Z do not interact with subERCEs. Interestingly, synthetic sequences that can advance RT in chicken DT40 cells, when inserted at distant sites, have been shown to interact in 3D space and when doing so they synergize in promoting early replication (Brossas et al, 2020). We propose that subERCEs create a subnuclear microenvironment, potentially through (micro)phase separation (preprint: Goel et al, 2024), that promotes initiation of replication within the structurally organized replication domain. Formation of a microenvironment can also explain why ERCE deletions tend to result in shifts of peak early replication to the general region of remaining ERCEs that may promote more localized microenvironments. In this model, the switch to late replication of the Dppa domain upon differentiation would accompany the downregulation of the pluripotency-specific TFs that bind to subERCEs. Given that we have validated ERCEs in two other domains (Sima et al, 2019), it is likely that the mechanisms functioning at the Dppa domain also function in other developmentally regulated replication domains.

This model for subERCE activity is purposely reminiscent of binding sites for the Fkh1/2 TFs in budding yeast, which reside near a set of early firing origins and promote early RT by dimerization-mediated interactions, independently of their role in transcription (Ostrow et al, 2017). In fact, Oct4 and Nanog, as well as Yamanaka factor Klf4, have been shown to mediate chromatin looping (Choi et al, 2022; de Wit et al, 2013; Di Giammartino et al, 2019), and several studies have shown that master TFs form 3D hubs to regulate cell identity (Hu et al, 2023; Liu et al, 2023; Madsen et al, 2020; Wang et al, 2022a; Wang et al, 2022b; Winick-Ng et al, 2021). FoxP1, a mammalian TF that possesses the same dimerization motif as Fkh1/2 (Ostrow et al, 2017), is highly expressed in ESCs and required for pluripotency (Gabut et al, 2011). Moreover, both Sox2 and Klf5 interact with the pluripotency-specific isoform of FoxP1 (Göös et al, 2022), which contains a self-dimerization motif homologous to that of budding yeast Fkh1/2. Thus, mechanisms regulating constitutive replication timing in budding yeast may inform us as to how RT changes occur during mammalian cell fate transitions. It is now of high interest to determine whether one or more of the TFs bound to subERCEs mediates interactions between ERCEs, and if so, whether these interactions regulate RT independently of their role in transcription.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
F121-9 mESC	Rivera-Mulia et al, 2018	
**Recombinant DNA**		
pX458	Addgene	Plasmid #48138
**Antibodies**		
Anti-BrdU	BD	555627
**Oligonucleotides and other sequence-based reagents**		
gRNA cloning oligos	This study	Table EV1
PCR primers	This study	Table EV1
**Chemicals, enzymes, and other reagents**		
P3 Primary Cell 4D Nucleofector X Kit	Lonza	V4XP3024
XFect Transfection Reagent	Takara	631318
BrdU	Sigma-Aldrich	B5002
NEBNext Ultra Library DNA Prep Kit for Illumina	New England Biolabs	E7370
BrU	Sigma-Aldrich	850187
Direct-Zol RNA Miniprep Plus Kit	Zymo	R2070
NEBNext Ultra II RNA First Strand Synthesis Module	New England Biolabs	E7771
NEBNext Ultra II Directional Second Strand Synthesis Kit (NEB)	New England Biolabs	E7550
NEBNext Ultra II DNA Library Prep Kit for Illumina	New England Biolabs	E7645
**Software**		
Cutadapt	Martin, 2011	
Bowtie2	Langmead and Salzberg, 2012	
SNP-split	Krueger and Andrews, 2016	
Samtools	Li et al, 2009	
Bedtools	Quinlan and Hall, 2010	
R	https://www.r-project.org/	
preprocessCore	Bolstad, 2023	
Custom replication timing sequencing data processing scripts	This study	https://github.com/jlt3/ERCEs_2023
Custom replication timing analysis scripts	This study	https://github.com/ay-lab/SignifRT
FIMO	Grant et al, 2011	
**Other**		
ATAC-seq	King and Klose, 2017	GSE87819
Oct4 ChIP-seq	King and Klose, 2017	GSE87820
Sox2 ChIP-seq	King and Klose, 2017	GSE87820
Nanog ChIP-seq	King and Klose, 2017	GSE87820
H3K27ac ChIP-seq	He et al, 2020	ENCFF646XOT
H3K4me1 ChIP-seq	He et al, 2020	ENCFF016YZA
H3K4me3 ChIP-seq	He et al, 2020	ENCFF6116SQ
CAGE	Noguchi et al, 2017	
SNS-seq (1)	Prorok et al, 2019	GSE126477
SNS-seq (2)	Jodkowska et al, 2022	GSE131699
OriSDS	Pratto et al, 2021	GES148327
OK-seq	Petryk et al, 2018	GSE117274
High-Res. Repli-seq	Zhao et al, 2020	GSE137764
E/L Repli-seq	Sima et al, 2019	GSE114139
ReMap2022 (ChiPseq)	Hammal et al, 2022	
LoopCatalog H3K27ac HiChIP	Kraft et al, 2022; Reyna et al, 2024	GSE150906
micro-C	Jusuf et al, 2025	GSE286495
Rad21 ChIP-seq	Cattoglio et al, 2019; Hansen et al, 2017	GSE90994
HOCOMOCOv11 Mouse Motif database	Kulakovskiy et al, 2018	

### Methods and protocols

#### Cell culture

mESCs were cultured, maintained, and passaged as previously described (Sima et al, 2019). Briefly, cells were cultured on 0.1% gelatin-coated dishes in serum-free 2i/LIF media.

### Cell line engineering and genotyping

Cells were transfected using P3 Primary Cell 4D Nucleofector X Kit (Lonza, V4XP3024) or XFect Transfection Reagent (Takara, 631318) with two px458 (Addgene, 48138) plasmids containing gRNA sequences targeting the deletion breakpoints. Three days after transfection, GFP-positive cells were single-cell sorted by FACS into 96-well plates. Ten to fourteen days after sorting, colonies were picked and expanded into duplicate 96-well plates and PCR screened. Primers upstream and downstream of the breakpoints are used to identify deletion mutants, and for large (>2 kb) deletions, primers within the deleted sequences are used to identify heterozygous mutants. Deletion PCR fragments were then Sanger-sequenced to determine the haplotype of the deletion allele, which was then verified by NGS. The sgRNA and PCR primer information can be found in Table EV1. Deletion coordinates and sgRNAs used for each deletion can be found in Table EV2. Individual cell line genotypes as determined by Sanger sequencing and NGS analysis can be found in Table EV3. Cell line authentication was done by analyzing the whole genome repli-seq data, and all lines are free of mycoplasma.

### Repli-seq library preparation and data analysis

Repli-seq was performed as previously described (Marchal et al, 2018). Briefly, cells were labeled with 100uM BrdU (Sigma-Aldrich, B5002) for 2 h and then fixed in 75% ethanol. Fixed cells were then sorted by FACS into early-S and late-S fractions based on propidium iodide staining of DNA. DNA was then purified from each fraction, sheared using Covaris ME220, and used to construct Illumina sequencing libraries with NEBNext Ultra Library DNA Prep Kit for Illumina (NEB, E7370). BrdU-labeled nascent DNA library fragments were then enriched by immunoprecipitation with anti-BrdU antibody (BD, 555627). IP products are then PCR amplified and indexed. A minimum of 30 million reads/read pairs per library was requested. Raw sequencing data were first quality and adapter trimmed using TrimGalore (https://github.com/FelixKrueger/TrimGalore) (Martin, 2011) and then aligned to the reference genome with bowtie2 (Langmead and Salzberg, 2012). Reads were aligned to a custom N-masked mm10 genome for subsequent haplotype phasing with SNP-split (Krueger and Andrews, 2016). Aligned reads were then quality filtered and duplicate reads removed using Samtools (Li et al, 2009). Processed aligned reads were then counted in 50 kb windows across the entire genome for both early- and late-fraction using bedtools (Quinlan and Hall, 2010) and then a log2 ratio of early-to-late read counts for each window was calculated to generate raw timing files. Raw E/L data were then scaled with R, quantile normalized with R package preprocessCore (Bolstad, 2023) and loess-smoothed in 300 kb windows to generate the final replication timing profiles used for plotting and analysis. Scripts for processing the data can be found at Github (https://github.com/jlt3/ERCEs_2023). All individual datasets are plotted in their respective groups in Fig. EV3.

### Statistical analysis of RT changes

To quantitatively measure the effect of a deletion in delaying the replication timing of the DPPA domain, we implemented a randomization-based statistical approach. We simply ask the question of whether the delay in RT (computed as the area between curves representing control and deletion alleles) observed from a given real deletion is significantly larger than expected by chance. First, we calculated the area under the averaged Δ RT curve (deletion—control) for each target deletion in the DPPA domain (chr16 47.5 Mb → 49.5 Mb) using the AUC function in R. For the clones without a WT internal control (homozygous deletions), we averaged the RT profiles from all available WT alleles from all the clones in this work to generate the aggregate WT curve. To estimate random fluctuations in the RT data between the two alleles, we built a background model by randomly sampling the genome to obtain ten thousand regions size-matched to the query (2 Mb DPPA domain in this case), excluding previously characterized genomic regions with allele-specific RT in the 129/cas hybrid line (Rivera-Mulia et al, 2018). We utilized a *P* value cutoff of 0.05 to determine which deletions significantly delay the RT of the DPPA domain. Similarly, to compare between two deletions, we employed this approach to test whether the change in RT of two distinct deletions is statistically equivalent, by comparing the ΔΔRT = ΔRT1 − ΔRT2 with the same randomization-based framework as described above. We developed a generic code that can assess the significance of RT change for any query region with options to allow choosing sampling size, statistical test, and consider blacklisted regions. We made these scripts available on Github: https://github.com/ay-lab/SignifRT. The statistics for all datasets and a graphical explanation of the method used can be found in Fig. EV2. All pairwise statistical comparisons can be found in Table EV4.

### Bru-seq library preparation and data analysis

Bru-seq was performed as previously described (Bedi et al, 2020; Paulsen et al, 2014). Briefly, cells were labeled with 2 mM Bru (Sigma-Aldrich, 850187) for 30 min and then total RNA collected using Direct-Zol RNA Miniprep Plus Kit (Zymo, R2070). Bru-labeled nascent RNA was then enriched 47 using anti-BrdU antibodies conjugated to magnetic beads. Nascent RNA was then fragmented at 85 °C for 10 min and converted to cDNA using NEBNext Ultra II RNA First Strand Synthesis Module (NEB, E7771) and NEBNext Ultra II Directional Second Strand Synthesis Kit (NEB, E7550) according to the manufacturer’s instructions. cDNA fragments were then constructed into libraries using NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB, E7645). In all, 100 M reads/read pairs per library were requested. Raw sequencing data were processed and aligned like in E/L repli-seq, except duplicate reads are retained (Paulsen et al, 2014). RPM-normalized basepair coverage tracks were generated from the processed alignment files with bedtools and visualized in bigwig file format using IGV. All Bru-seq performed and analyzed in this study can be found in Fig. EV4.

### Bru-seq quantification and Bru-seq vs RT analysis

RPM-normalized BruSeq signal at 1 kb resolution was averaged across gene bodies of Morc1, Dppa2, and Dppa4 for each available clone. Data available in Table EV5. To compare against RT, the log2(E/L) of the DPPA replication domain was averaged across replicates of each genetically distinct clone for which both RepliSeq and BruSeq were performed. The change in BruSeq was computed as the fraction of signal observed in all deletion alleles over the average signal of all available control alleles for the corresponding genome. ΔRT was calculated as described above. Pearson correlations were computed using the stat_cor() function in R.

### TFBS analyses

A bedfile containing all of the peak calls from the ReMap2022 database (https://remap2022.univ-amu.fr/) for mouse samples was downloaded and filtered for the “mESC” biotype, and all other peak calls were removed. We then aligned the peak calls for individual transcription factors (Oct4, Sox2, Nanog in Figs. 1–3; all factors for Fig. EV5) to the genomic coordinates of our deletion sites and other sites of activity within the Dppa domain. We only counted one peak call from one dataset per site, and as such, we only report the number of datasets that have at least one peak call in a given site. Motif search analysis on the deleted sequences was performed with FIMO (Grant et al, 2011) against the HOCOMOCOv11 Mouse Motif database (Kulakovskiy et al, 2018) with 1% FDR threshold.

## Supplementary information

Table EV1

Table EV2

Table EV3

Table EV4

Table EV5

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 5

Expanded View Figures

## Data Availability

The sequencing data from this publication have been deposited in the Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/) under accessions GSE300046 (Repli-seq) and GSE299959 (Bru-seq). The source data and code for the main figures can also be found at Zenodo (https://zenodo.org) (10.5281/zenodo.15678082). The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-025-00501-5.

# Supplementary material for: Master transcription-factor binding sites constitute the core of early replication control elements
**Source:** EMBO J. 2025 Jul 17;44(16):4499–524. doi: 10.1038/s44318-025-00501-5
**Supplement:** Supplementary file 11 — Expanded View Figures

## Expanded View Figures

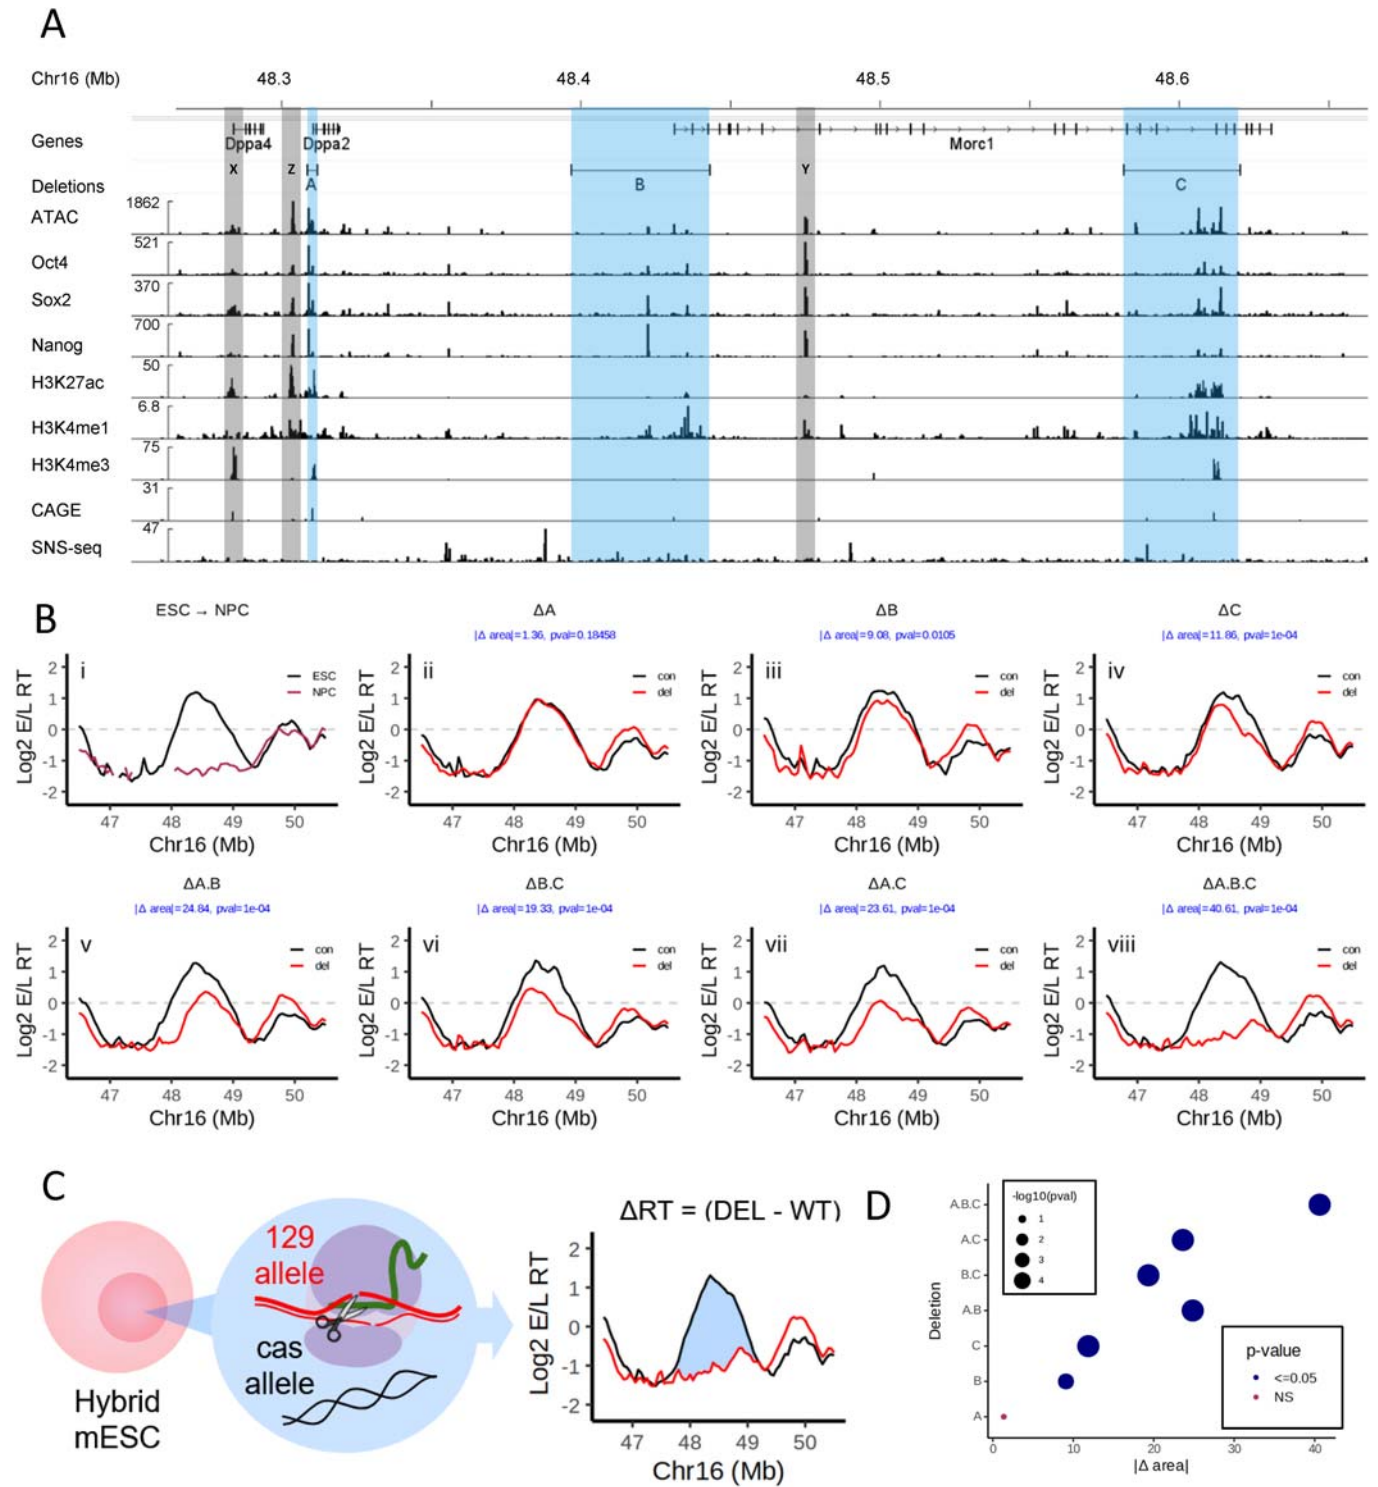

**Figure EV1. Epigenetic signature of the Dppa2/4 replication domain ERCs.**

(A) IGV browser tracks showing chromatin features of the Dppa2/4 domain (see “Methods” for sources). ERCs, defined by previous deletions (Sima et al, 2019), are highlighted in blue. X and Y (gray highlights) represent regions that display epigenetic features of ERCs but did not display ERCE activity in deletion analyses (Sima et al, 2019). (B) Log<sub>2</sub>(E/L) Repli-seq (Marchal et al, 2018) from (Sima et al, 2019). The first panel (i) shows RT before and after mESC (black) to neural precursor cell (NPCs; maroon) differentiation. The remaining panels (ii-viii) show RT profiles from averaged replicates of independent CRISPR clones harboring deletions of one or more ERCs on one allele (DEL; red) vs. the homologous unmodified allele (CON; black). Individual replicate experiments are shown in Fig. EV3, and the approach to assess the significance of differences in RT between a deletion allele and the corresponding WT allele are shown in Fig. EV2. (C) Schematic representation of hybrid mESC model, where one allele contains a deletion and the other serves as control, allowing us to study changes in RT by estimating the area under the  $\Delta$ RT curve in the DPPA domain (see “Methods”). (D)  $|\Delta \text{ area}|$  between the averaged RT profile curves of at least two replicates (shown in (C)) and the significance of their delay in RT compared to the corresponding WT alleles. Empirical *P* values are shown.

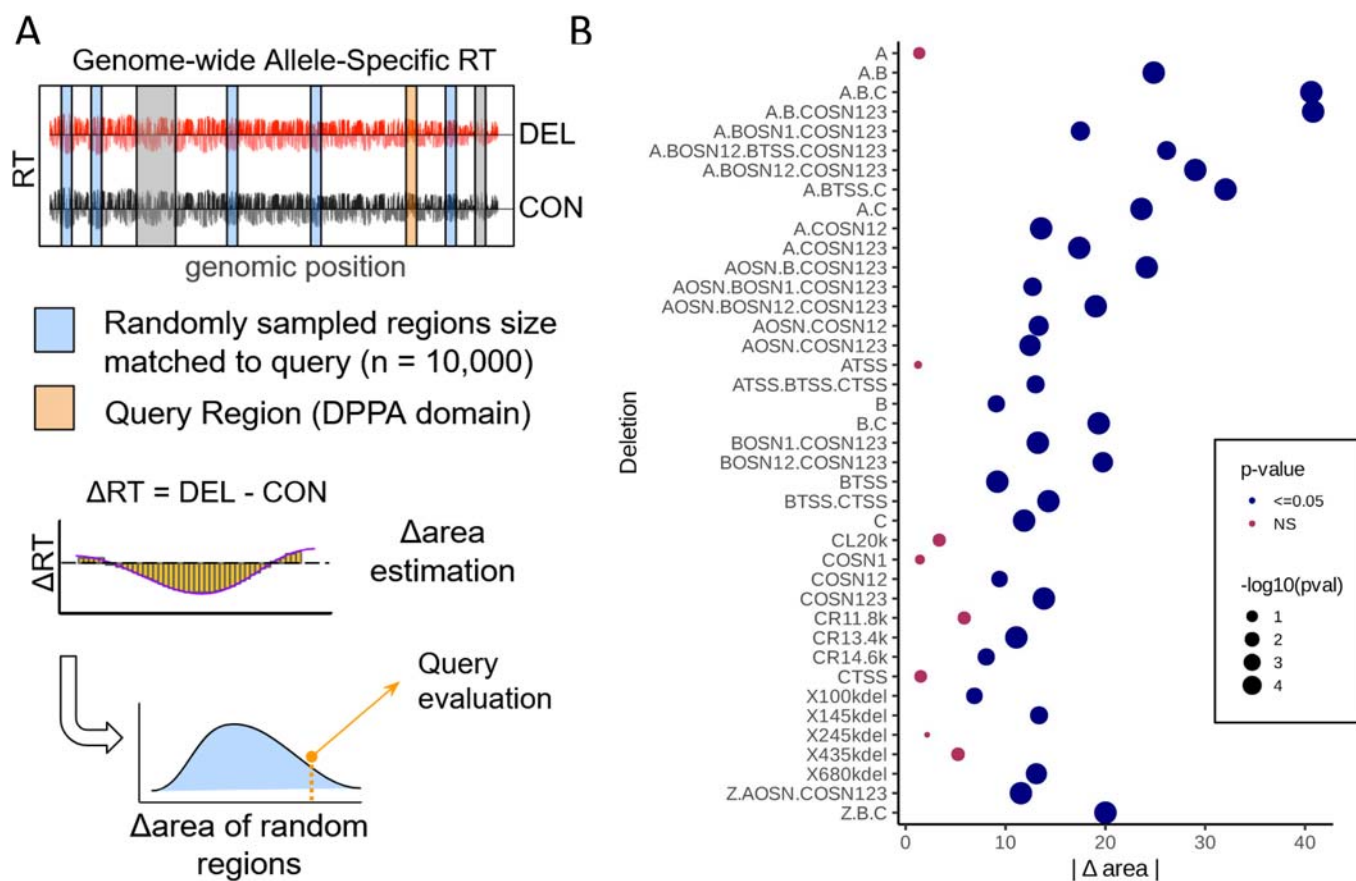

**Figure EV2. Statistical analysis of E/L Repli-seq.**

(A) Schematic representation of AUC approach. (B)  $|\Delta area|$  for all deletions in this study with corresponding  $P$  values. Color represents significance at  $P$  value of 0.05 and size represents  $-\log_{10}(P \text{ value})$ . Empirical  $P$  values are shown.

A

— deletion allele    — control allele    — aggregate control

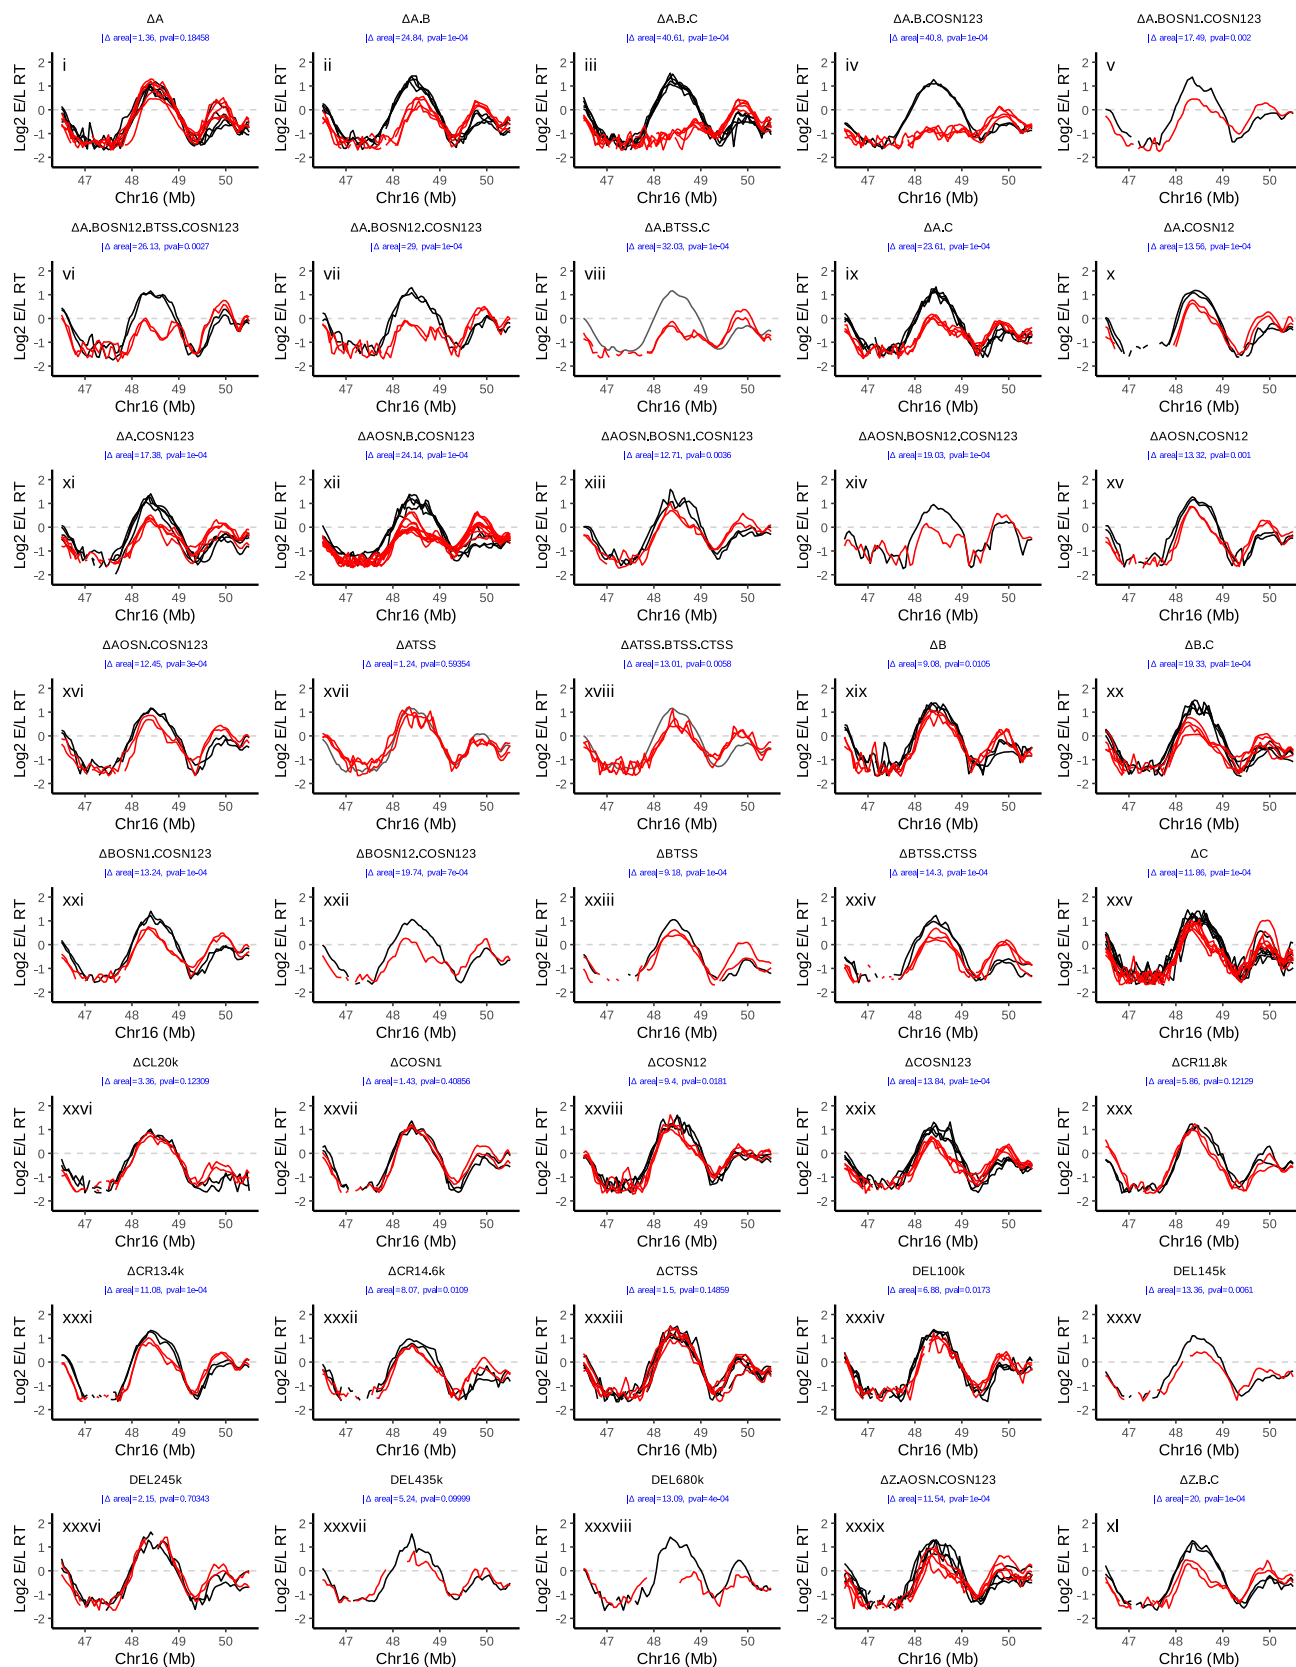

**Figure EV3. All Repli-seq datasets analyzed in this study.****Q16**

(A) (i–xl) Allele-specific E/L Repli-seq for all the data generated and analyzed in this study, including relevant deletions from our previous publication (Sima et al, 2019). Replicates (independent CRISPR-mediated deletion clones) are shown as different lines in each plot, comparing the deletion (red) allele to the homologous unmodified allele (black). In the occasional cases where a clone suffered one of the multiple deletions in both alleles we use an aggregated WT control (gray). The aggregated control was generated by averaging all RT profiles from the WT alleles across different deletions. The replication domain to the right of Dppa (c16: 49.65–50.05 Mb mm10) shows some clonal variation in RT but there is a poor correlation ( $R = -0.35$ ) between the effects of the deletions in the Dppa domain to this variation. Rather, this domain has been shown to display a genetic difference in RT between *m. castaneus* and *m. musculus* (Rivera-Mulia et al, 2018) as well as high cell to cell variability in RT (Zhao et al, 2020).

All of the BrU-seq generated in this study, displayed as in Fig. 4. OSN deletion series data tracks are found on the top half while TSS deletion series data tracks can be found on the bottom half. We observed some variation in gene expression between the two alleles in WT cells (Fig. 4). This variation can also be seen in the CTSS deletions (bottom tracks), as clone (C4) harbors a deletion of the *castaneus* allele whereas the other clone (C12) harbors a deletion on the *musculus* allele, and neither CTSS deletion has an effect on *Morc1* expression.

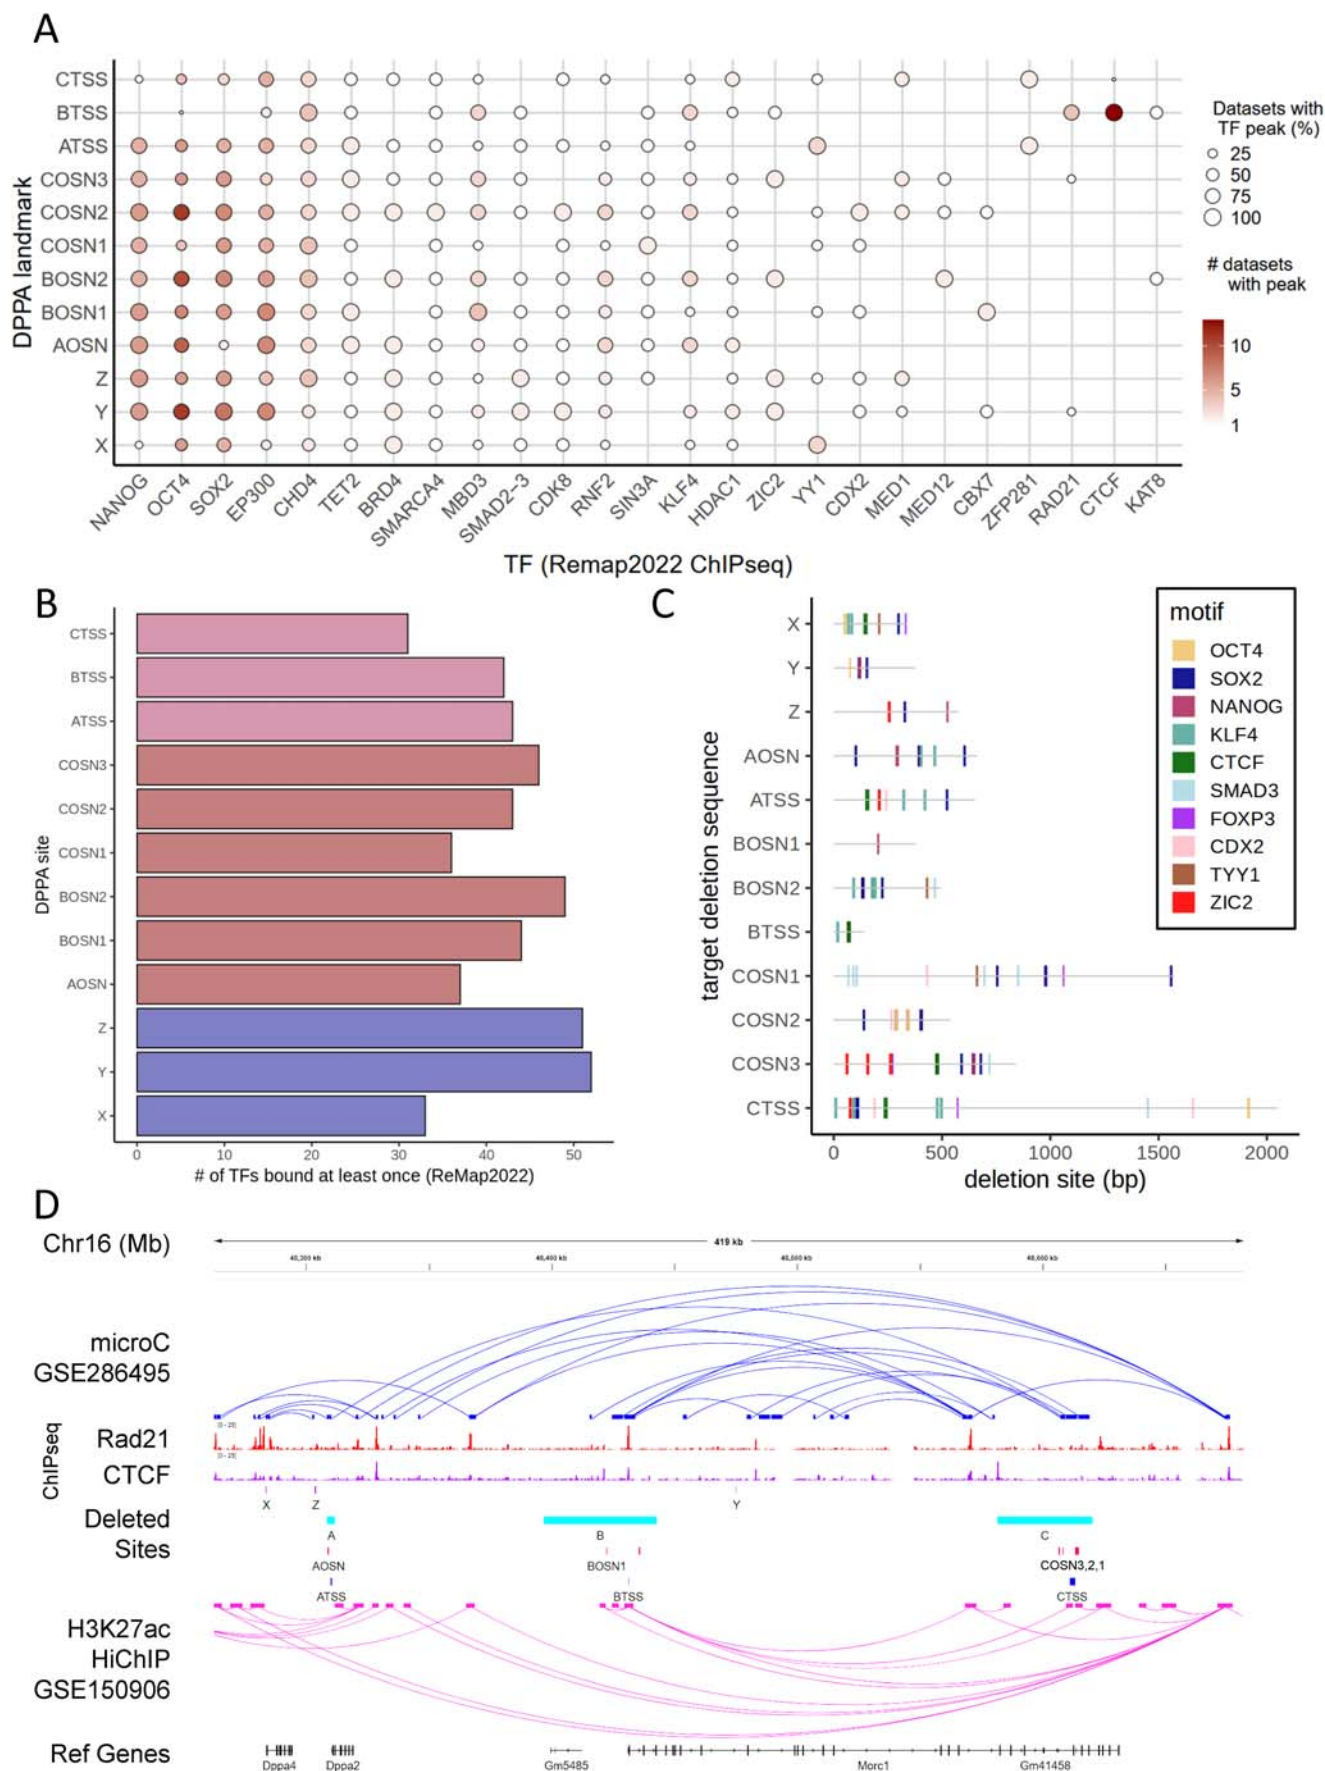

**Figure EV5. Deleted sites are diverse TFBS.**

(A) ChIP-seq peaks from 'mESC' datasets in Remap2022 overlapping at least two of the sites of interest in the DPPA domain. The size of the dots indicates the percentage of available ChIP datasets with a peak directly overlapping the site, and the color indicates the number of datasets with peak. (B) TF-binding diversity (Hammal et al, 2022) quantified as the number of TFs with at least one ChIP-seq peak from Remap2022 'mESC' overlapping the sites of interest. (C) Putative TFBS in target deletion sequences determined by motif presence. Due to the presence of over 400 TF-binding motifs in this collection of elements, only motifs for TFs from the ChIP-seq targets shown on (A) are included. (D) Micro-C (preprint: Jusuf et al, 2025) and H3K27ac HiChIP loops (Kraft et al, 2022) in the Dppa domain, as well as CTCF and Rad21 ChIP-seq signal over input (Cattoglio et al, 2019; Hansen et al, 2017). Loop resolution varies between datasets and is indicated on y axis.

How the deposited data were processed for this re-analysis (not part of the article)

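The measurements are E/L Repli-seq profiles of F121-9 hybrid mESCs and of clones derived from them by CRISPR-mediated deletion. The authors labelled cells with BrdU (100 µM, 2 h), sorted early and late S-phase fractions, and sequenced the labelled DNA. They trimmed the reads with TrimGalore, aligned them to an N-masked mm10 genome with bowtie2, assigned them to the 129 and CAST homologs with SNPsplit, removed duplicates with Samtools and counted reads in 50 kb windows. The values used here are log2 values of early over late reads, which the authors scaled, quantile-normalized and loess-smoothed before they were deposited. The versions of these tools are not stated.

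The table held 138 columns of per-allele values over 49264 windows of the 19 autosomes, and all 138 were used. They belong to 66 libraries from 53 clones of 26 cell lines, out of 142 samples (early and late fractions counted separately) in the labels. The labels also list 10 samples (5 libraries) without a column, which were not analysed here. The allele of each column was taken from its header and its genotype from the sample labels and Table EV3. Columns of 3 clones came as repeat runs. These were averaged and counted as 1 library, and their correlation across windows was between 0.955 and 0.963. Since only ratios were at hand, the depth per library is unknown, and precision is given by the spread between libraries (pooled SD of ∆area 4.40) and by the share of windows with a value (73.8% to 93.8%).

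Values were not transformed further. For each deletion, the mean curve of the deletion alleles minus the mean curve of the control alleles was taken in each window, and its area was computed by the trapezoid rule over the 40 windows of chromosome 16 from 47.5 to 49.5 Mb. Controls were the WT alleles of the same clones. For ∆ATSS, ∆ATSS.BTSS.CTSS and ∆B on CAST they were the mean of 54 WT alleles (51 CAST, 3 of 129). The two-sided empirical p came from 10000 random regions of 2 Mb with values in at least 80% of windows, none within 46.5 to 50.5 Mb of chromosome 16. Regions in which at least 25% of windows differed between 129 and CAST by 0.5 or more in the libraries of other deletions were left out (7.01% of 48385). The threshold was 0.05. The same test was run on the difference between the mean curves of 23 pairs of deletions, and an exact two-sided permutation test compared the ∆area of their single libraries, with Benjamini-Hochberg adjustment over the pairs. Correlations were tested with two-sided permutation tests of 100000 resamples, adjusted over 13 relations. The code of the area test was checked on simulated curves with like noise in all windows. Replicate numbers recur across clones, and replicate 1 lay below the mean of its clone in 7 of 7 clones of ∆A.B.COSN123 and ∆AOSN.B.COSN123 (by a mean of −1.18), so this pair was also tested within replicate numbers.

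Sites were taken from Table EV2 and compared with GENCODE vM21 on mm10. BrU-seq values are the paper's, from Table EV5. Sites named in the text are those of the deletions in the labels, and regions elsewhere in the genome are the 3 with the largest mean difference between 129 and CAST and the 3 with the largest SD of that difference between libraries.

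Alternatives covered the random regions (none left out for an allele difference, an allele difference of 0.25, matching on RT), the control (aggregate WT curve), the averaging (clones first), the interval (48 to 49 Mb), the absolute area, a one-sided p, interpolation of missing windows, single libraries left out in turn, clones as units, the replicate block, log2 of BrU-seq, and correlations without the 2 farthest points. Limiting random regions to autosomes changed nothing, since the table holds only autosomes. WT alleles of the same strain as control, the aggregate WT curve as control of both deletions of a pair, and the control allele of the same clone for BrU-seq were added after the data were seen. Deletions that the paper took from its earlier study, ∆A.BTSS.C and ∆AOSN.BOSN1.COSN123 were not analysed here. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.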

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

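All tests in this part were chosen only after the result was seen.

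Of the 4 cultures of ∆A.B.COSN123, replicate 1 of clone 2E.1 lay far from the other 3, with a mean RT of −0.88 on the deletion allele at 48.2 to 48.6 Mb. It was the only such sample in 16 groups examined, where 0.8 are expected by chance. A later profile of the whole library was tested as a technical explanation, and the CAST allele of replicate 1 differed from that of replicate 2 by 0.0074, against −0.14 on the deletion allele. The CAST alleles of 9 clones with repeat cultures differ between cultures by 0.20 (root mean square), more than the difference to be explained. Clone 1A.4 of ∆AOSN.B.COSN123 contributes most to this value (1.16 and 0.68). Clones C12 (1.04 and 1.29) and C4 (1.30 and 1.06) of ∆CTSS also differ by more than 0.14, and the remaining clones with 2 cultures by less. Clone A10 of ∆COSN123, with 4 cultures, did not enter this value. Its CAST alleles had 1.04, 0.82, 0.86 and 0.93, so some of them also differ by more than 0.14. A shift of the library and a chance deviation therefore cannot be told apart here. No biological explanation was tested, since both cultures come from 1 clone.

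In ∆CTSS, the ∆area was negative in both libraries with the deletion on 129 and positive in both libraries with the deletion on CAST. The means differed by −15.0. The exact permutation p of 0.333 is the smallest that 2 libraries against 2 can give, so the permutation test could not reach 0.05. A strain difference between the alleles was examined on WT alleles. The area under the curve over 47.5 to 49.5 Mb was −8.62 ± 0.795 (SD, n = 3) for WT 129 and −3.20 ± 4.91 (SD, n = 50) for WT CAST, a difference of −5.42. The two-sided permutation p of this difference was 0.0632, and the 3 libraries with a WT 129 allele come from 2 clones, 1 of which is a ∆CTSS clone. The deletion itself was examined by setting the CTSS-deleted CAST alleles against WT CAST alleles of other clones, a difference of 1.24 (two-sided permutation p = 0.702 over 1225 splits), and all of these deleted alleles come from 1 clone. Strain and deletion therefore cannot be told apart, because each allele was deleted in 1 clone. A strain difference may contribute to every ∆area of a 129 deletion that is taken against the CAST allele. None was seen in mean RT at 48.2 to 48.6 Mb. It was 0.99 ± 0.03 (SD, n = 3) for WT 129 and 1.00 ± 0.13 (SD, n = 50) for WT CAST (two-sided permutation p = 0.951).

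In 13 of 66 libraries (10 of 53 clones), no window of 1 or more chromosomes had a value on 1 allele, a feature of the data that the paper does not mention. It concerned 5 combinations of chromosome and allele, and 6 clones of 4 deletions lacked the CAST homolog of chromosome 11. Too few reads in the library would lower the coverage elsewhere too, but the other allele of these chromosomes had values in at least 77.9% of windows and the other chromosomes of the same allele in at least 80.6%, which argues against it. Loss of a chromosome inherited by related clones predicts the same chromosomes in repeat cultures, which was so in 3 of 3 clones with 2 cultures. Filtering of the table by the authors cannot be told apart from a loss, because either would leave 0 windows with a value, as found. A chromosome loss during cloning is a candidate explanation, found and tested on the same data. Of these chromosomes, 16 was concerned in 1 clone (∆COSN1.2.8k clone 18, CAST).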

How the results depend on the processing

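The alternatives were set before the data were examined, apart from the control of WT alleles of the same strain, the aggregate WT curve as control of both deletions of a pair and the BrU-seq control allele of the same clone, which were added after the data were seen. The replicate block was run for the pair in which replicate 1 lay below the mean of its clone, so the choice of that pair rests on the data. Values of ∆area are followed by the empirical p, and the threshold is 0.05. The cause was not tested for any of the changes below.

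With clones averaged first, all 28 ∆areas and all 23 ∆∆areas kept their direction and their side of the threshold. With no random region left out for an allele difference, 22 of 28 ∆areas did so, and 6 moved above the threshold: ∆A.COSN12 (−10.9, p = 0.0666), ∆AOSN.COSN123 (−12.4, p = 0.0604), ∆BTSS.CTSS (−13.3, p = 0.0582), ∆CR13.4k (−10.5, p = 0.0897), ∆CR14.6k (−9.57, p = 0.0977) and ∆Z.AOSN.COSN123 (−11.2, p = 0.0596). With random regions matched on RT, ∆CR13.4k (−10.5, p = 0.0560) and ∆CR14.6k (−9.57, p = 0.0670) moved above it, and the ∆∆area of ∆A.COSN123 against ∆AOSN.COSN123 (−4.91, p = 0.0474) moved below it. An allele difference of 0.25 changed 1 call, ∆COSN12 (−9.96, p = 0.0106). Interpolating missing windows changed 1, ∆CR14.6k (−9.68, p = 0.0622). Deletions that kept their call could still move off the smallest possible empirical p of 1e-04. ∆A.COSN123 had an empirical p of 0.0125 with no region left out and 0.0112 with missing windows interpolated. ∆A.B.COSN123 stayed at 1e-04 in both.

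The control moved more results. With the aggregate WT curve, 19 of 25 ∆areas kept direction and call. Above the threshold were then ∆A.COSN12 (−8.34), ∆BTSS.CTSS (−10.2), ∆CR13.4k (−6.21) and ∆CR14.6k (−6.98), and below it ∆COSN1.2.8k (−10.8, p = 0.0384) and ∆CR11.8k (−10.5, p = 0.0067). With WT alleles of the same strain, 19 of 28 kept both. ∆A.COSN12 (−4.04), ∆BTSS (−8.16, p = 0.0561), ∆BTSS.CTSS (−5.72), ∆CR13.4k (−1.69), ∆CR14.6k (−2.54) and ∆Z.AOSN.COSN123 (−6.81) were then above the threshold, ∆COSN1.2.8k (−6.19, p = 0.0399) and ∆CR11.8k (−10.7, p = 0.0062) below it, and ∆CL20k changed sign (0.631). For deletions on 129 this control rests on 3 WT 129 libraries of 2 clones, and for those on CAST, such as ∆CR11.8k, on the WT CAST alleles of all libraries. In ∆BTSS and ∆CTSS each allele was set against its own strain. With clone A10 only, ∆BTSS was −7.64 (p = 0.145).

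With the aggregate WT curve as control of both deletions, 13 of 23 ∆∆areas kept direction and call. The sign changed in 5, none past the threshold: ∆A.BOSN12.COSN123 against ∆A.BOSN12.BTSS.COSN123 (2.332), ∆A.BOSN1.COSN123 against ∆A.COSN123 (0.0493), ∆AOSN.COSN123 against ∆COSN123 (−0.156), ∆BOSN1.COSN123 against ∆COSN123 (2.04) and ∆CR14.6k against ∆CR13.4k (−0.950). Above the threshold were then ∆A.B.COSN123 against ∆A.BOSN12.COSN123 (−0.440, p = 0.943) and ∆Z.B.C against ∆Z.AOSN.COSN123 (−8.44, p = 0.0742). Below it were ∆AOSN.BOSN12.COSN123 against ∆AOSN.COSN123 (−16.7, p = 0.0038) and against ∆COSN123 (−16.9, p = 0.0197), and ∆COSN123 against ∆COSN12 (−9.66, p = 0.0239). Without a change of side, ∆BTSS against ∆BTSS.CTSS fell from 5.09 to 0.818.

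Over 48 to 49 Mb, the ∆area of ∆B on CAST changed sign (−2.02) and that of ∆COSN12 passed the threshold (−6.65, p = 0.0337), while 26 of 28 kept both. Of the ∆∆areas, 2 changed sign, ∆A.BOSN12.COSN123 against ∆A.BOSN12.BTSS.COSN123 (1.56) and ∆AOSN.COSN123 against ∆Z.AOSN.COSN123 (0.296), neither past the threshold. The interval brought 6 below it: ∆A.COSN123 against ∆AOSN.COSN123 (−4.85), ∆AOSN.BOSN12.COSN123 against ∆AOSN.COSN123 (−8.92) and against ∆COSN123 (−6.13), ∆COSN123 against ∆COSN12 (−5.43) and against ∆CR14.6k (−5.86), and ∆CR13.4k against ∆COSN123 (3.42).

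With the absolute area, ∆COSN12 (13.45, p = 0.0467) and the ∆∆areas of ∆A.COSN123 against ∆COSN123 (8.05), ∆AOSN.BOSN12.COSN123 against ∆AOSN.COSN123 (17.7) and ∆COSN123 against ∆CR14.6k (8.91) passed the threshold, and ∆CR14.6k (9.79, p = 0.128) and ∆BOSN12.COSN123 against ∆BOSN1.COSN123 (7.87, p = 0.110) no longer did. The one-sided p brought ∆COSN12 (−9.96, p = 0.0283) below the threshold, and 5 ∆∆areas: ∆A.COSN123 against ∆AOSN.COSN123 (−4.91, p = 0.0440) and against ∆COSN123 (−3.20, p = 0.0457), ∆AOSN.BOSN12.COSN123 against ∆AOSN.COSN123 (−8.18, p = 0.0343) and against ∆COSN123 (−6.47, p = 0.0492), and ∆COSN123 against ∆CR14.6k (−4.60, p = 0.0207).

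Across the fits that each left out 1 library, ∆CTSS ranged from −5.23 to 1.03. It was positive without either library of clone C12 (1.03 and 0.478) and past the threshold without the first library of clone C4 (−5.23, p = 0.0454). ∆B on CAST ranged from −0.260 to 1.76 and was negative only without the first library of clone 3C.4. ∆COSN12 ranged from −11.1 to −8.58 and passed the threshold without clone B6. ∆A.BOSN12.COSN123 ranged from −30.9 to −29.8 and ∆CR13.4k from −11.0 to −10.5. Among ∆∆areas, ∆A.BOSN12.COSN123 against ∆A.BOSN1.COSN123 ranged from −12.4 to −10.9. Leaving out clone C9 of ∆A.COSN123 brought its ∆∆area below the threshold against ∆AOSN.COSN123 (range −7.86 to −0.576) and against ∆COSN123 (range −4.25 to −1.92). Leaving out the third culture of ∆COSN123 did so against ∆CR14.6k (−5.63, p = 0.0481, range −7.57 to −1.60). In the replicate block, ∆A.B.COSN123 remained below ∆AOSN.B.COSN123 by −15.3 (exact permutation p = 0.00227 over 441 splits, the smallest possible). Cultures of 1 clone could take different labels in this test, so it counts repeat cultures as separate units. With clones as units the exact permutation p was 0.0476 over 21 splits, the smallest possible.

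The mean RT of a deletion depends on the interval. Averaged over 48 to 49 Mb in place of 48.2 to 48.6 Mb, it fell below 0 in ∆A.BOSN1.COSN123 (−0.026), ∆A.COSN123 (−0.094), ∆AOSN.B.COSN123 (−0.26), ∆ATSS.BTSS.CTSS (−0.024), ∆BOSN12.COSN123 (−0.31), ∆COSN123 (−0.015) and ∆Z.B.C (−0.15). It moved without a change of sign in 20 others: ∆A.BOSN12.BTSS.COSN123 (−0.64), ∆A.BOSN12.COSN123 (−0.58), ∆A.COSN12 (0.29), ∆AOSN.BOSN12.COSN123 (−0.53), ∆AOSN.COSN12 (0.20), ∆AOSN.COSN123 (0.14), ∆ATSS (0.47), ∆B (0.59), ∆BOSN1.COSN123 (0.11), ∆BTSS (0.24), ∆BTSS.CTSS (0.18), ∆CL20k (0.43), ∆COSN1 (0.59), ∆COSN1.2.8k (0.44), ∆COSN12 (0.52), ∆CR11.8k (0.37), ∆CR13.4k (0.42), ∆CR14.6k (0.31), ∆CTSS (0.68) and ∆Z.AOSN.COSN123 (0.13).

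Of the correlations with BrU-seq, that of the control alleles changed sign without the 2 farthest points (−0.14), and that of the CAST alleles passed the threshold on the log2 scale (0.51, permutation p = 0.0333). The depth of the libraries is unknown, so its effect on these results could not be examined. The alternatives that add clone F4 of ∆AOSN.COSN123, clone B8 of ∆AOSN.BOSN12.COSN123 and clone B1 of ∆BOSN12.COSN123 were not run, since these clones were not analysed here.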

Differences from the paper's values

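Panels of the paper that print the size of ∆area without a sign are given here as negative where the deletion allele is delayed. For ∆A.BOSN12.COSN123 the ∆area was −30.9 against the paper's −29.0, and none of the alternatives set before the data were examined closed the gap. ∆A.COSN12 had −10.9 against the paper's value of about −14 in Fig. 4F, read by eye, and none of these alternatives closed it. ∆ATSS had −6.21 against the paper's about 1.2 in Fig. 4F, read by eye, where the point lies on the side of earlier replication, and none closed it. ∆ATSS.BTSS.CTSS had −19.2 against the paper's about −13 in Fig. 4B, read by eye, and none closed it, while the control of WT alleles of the same strain, added after the data were seen, gave −14.56, within the error of the paper's value. ∆BOSN1.COSN123 had −17.0 against the paper's −13.2. With the aggregate WT curve as control it was −13.8, within the error of the paper's value, while the other alternatives did not close the gap. ∆CR13.4k had −10.5 against the paper's −11.1, and only the fit without 1 of its 2 clones (−11.0) closed the gap.

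Between deletions, ∆A.BOSN1.COSN123 against ∆A.COSN123 had a ∆∆area of −1.22 and the paper's is 0.0795, ∆ATSS.BTSS.CTSS against ∆BTSS.CTSS had −5.71 and the paper's is 1.14, and ∆BOSN1.COSN123 against ∆COSN123 had −2.91 and the paper's is 0.291. None of the alternatives set before the data were examined closed these 3 gaps, but none of them changed the control of a pair. The aggregate WT curve as control of both deletions, added after the data were seen, closed the first (0.0493) and the third (2.04) but not the second (−8.88).

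The paper calls 4 results significant that were above the threshold of 0.05 here. ∆COSN12 had p = 0.0600 (the paper's 0.0181). It was below the threshold with an allele difference of 0.25 (p = 0.0106), over 48 to 49 Mb (p = 0.0337), with the absolute area (p = 0.0467), one-sided (p = 0.0283) and without clone B6 (p = 0.0437), and farther above it with random regions matched on RT (p = 0.0908), with no region left out for an allele difference (p = 0.105), with the aggregate WT curve (p = 0.281) and without clone D3 (p = 0.113). ∆A.COSN123 against ∆AOSN.COSN123 had p = 0.0618 (the paper's 0.0483), and was below it with random regions matched on RT (p = 0.0474), over 48 to 49 Mb (p = 0.0063), one-sided (p = 0.0440) and without clone C9 (p = 0.0310), and farther above it with missing windows interpolated (p = 0.152), without clone B7 (p = 0.133) and with the aggregate WT curve as control of both deletions (p = 0.308). ∆A.COSN123 against ∆COSN123 had p = 0.106 (the paper's 0.0242), and was below it with the absolute area (p = 0.0302), one-sided (p = 0.0457) and without clone C9 (p = 0.0398), and farther above it with missing windows interpolated (p = 0.293), without clone B7 (p = 0.335), without the third culture of ∆COSN123 (p = 0.345) and with the aggregate WT curve as control of both deletions (p = 0.234). ∆AOSN.BOSN12.COSN123 against ∆AOSN.COSN123 had p = 0.0682 (the paper's 0.0380), and was below it over 48 to 49 Mb (p = 0.0040), with the absolute area (p = 0.0306), one-sided (p = 0.0343) and with the aggregate WT curve as control of both deletions (p = 0.0038), which was added after the data were seen, and farther above it with missing windows interpolated (p = 0.106). For ∆COSN123 against ∆CR14.6k, Table EV4 gives p = 0.0213, while the text states that these deletions do not differ significantly. It was p = 0.0775 here, on the side of the text, and was below the threshold over 48 to 49 Mb (p = 0.0027), with the absolute area (p = 0.0264), one-sided (p = 0.0207) and without the third culture of ∆COSN123 (p = 0.0481), and farther above it with missing windows interpolated (p = 0.133), without the first culture (p = 0.125) and with the aggregate WT curve as control of both deletions (p = 0.149).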

Other observations

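All tests in this part were chosen only after the result was seen.

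Across 27 deletions with known coordinates, the ∆area fell with the number of deleted OSN sites (Spearman's rho −0.81, permutation p = 1e-05, the smallest possible, bootstrap 95% interval −0.94 to −0.57). Its rho with the number of deleted bases was −0.33 (permutation p = 0.0952, interval −0.71 to 0.15), and without the 2 deletions farthest from the median length r was 0.06. The delay may follow the number of OSN sites removed. A dependence on the deleted length cannot be told apart from none at this number of deletions, and many of these deletions share sites and parental cells, so they are not independent.

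The ∆B allele on CAST, present in 4 clones, had a ∆area of 0.845 (empirical p = 0.767) against the aggregate WT curve, and 3 of 8 libraries lay below 0. That the aggregate curve could hide a delay was tested against the WT CAST alleles of the same series of clones. The difference was −4.00 between 8 and 6 libraries (exact permutation p = 0.106), and with clones as units the exact permutation p was 0.314, where 0.0286 is the smallest possible. A delay and none cannot be told apart with these numbers of clones.

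In the domain right of Dppa, an effect of the deletions would make the deleted allele the earlier one, but in the 3 libraries with a deletion on CAST only, 129 was still earlier by 0.41 ± 0.27 (SD), against 0.46 ± 0.16 (SD) in the other 62 (permutation p = 0.579). A strain difference between the alleles predicts that 129 is earlier in every library, as it was in 65 of 65. These 3 libraries come from 2 clones, so the pattern may be one of strain but was found and tested on the same data. On the left flank of the Dppa domain, 129 was later than CAST in 63 of 65 libraries, by −0.33 ± 0.18 (SD). In the 3 libraries with a deletion on CAST only, the difference was −0.22 ± 0.09 (SD). This flank is the leftmost part of the interval over which ∆area was taken. The difference therefore enters the ∆area of a 129 deletion taken against the CAST allele, where it counts as delay. How much of it is due to strain was not tested.

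Clone 5A.6 of ∆AOSN.B.COSN123 had a mean RT of 0.48 on the deletion allele at 48.2 to 48.6 Mb, where the other 4 clones lay between −0.26 and 0.02. Higher RT of the whole library was tested on its CAST allele, which exceeded the mean of the other clones by 0.036 (SD of those clones 0.08), against 0.60 on the deletion allele. This argues against a shift of the library. No biological explanation was tested.

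Outside the Dppa domain, the regions with the largest mean difference between 129 and CAST were chromosome 4, 9450001 to 9950000 (−1.31 ± 0.14, SD, 129 earlier in 0 of 66 libraries), chromosome 13, 56750001 to 57250000 (−1.30 ± 0.16, 0 of 62) and chromosome 8, 20400001 to 20900000 (1.29 ± 0.29, 65 of 65). Those with the largest SD between libraries were chromosome 2, 85650001 to 86150000 (2.36, from −18.28 to 0.47), chromosome 14, 43500001 to 44000000 (1.68, from −5.99 to 8.69) and chromosome 4, 112250001 to 112750000 (1.28, from −9.52 to 1.16).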
